# Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal HF diet[S]

**DOI:** 10.1194/jlr.M092593

**Published:** 2019-05-07

**Authors:** Sven H. Rouschop, Tanja Karl, Angela Risch, Petronella A. van Ewijk, Vera B. Schrauwen-Hinderling, Antoon Opperhuizen, Frederik J. van Schooten, Roger W. Godschalk

**Keywords:** obesity, pregnancy, liver, microarrays, diet and dietary lipids, in utero, epigenetics, lipid metabolism, oxidative stress, development, deoxyribonucleic acid, high-fat diet

## Abstract

Exposure to a prenatal high-fat (HF) diet leads to an impaired metabolic phenotype in mouse offspring. The underlying mechanisms, however, are not yet fully understood. Therefore, this study investigated whether the impaired metabolic phenotype may be mediated through altered hepatic DNA methylation and gene expression. We showed that exposure to a prenatal HF diet altered the offspring’s hepatic gene expression of pathways involved in lipid synthesis and uptake (SREBP), oxidative stress response [nuclear factor (erythroid-derived 2)-like 2 (Nrf2)], and cell proliferation. The downregulation of the SREBP pathway related to previously reported decreased hepatic lipid uptake and postprandial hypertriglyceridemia in the offspring exposed to the prenatal HF diet. The upregulation of the Nrf2 pathway was associated with increased oxidative stress levels in offspring livers. The prenatal HF diet also induced hypermethylation of transcription factor (TF) binding sites upstream of lipin 1 (*Lpin1*), a gene involved in lipid metabolism. Furthermore, DNA methylation of *Lpin1* TF binding sites correlated with mRNA expression of *Lpin1*. These findings suggest that the effect of a prenatal HF diet on the adult offspring’s metabolic phenotype are regulated by changes in hepatic gene expression and DNA methylation.

The parents’ diet before and during pregnancy significantly determines their offspring’s risk of developing diseases later in life (1–7). Observational studies have shown that maternal consumption of a high-fat (HF) diet and obesity during pregnancy and lactation predispose offspring to developing various metabolic disorders, such as obesity and type 2 diabetes, and cardiovascular diseases (8–11). In mice, a maternal HF diet leads to increased body weight and fat mass and decreased energy expenditure in offspring (12, 13). Similarly, a paternal HF diet before conception is able to increase the offspring’s bodyweight and fat mass and impair its lipid and glucose metabolism (14, 15). In addition, both maternal and paternal HF diet have been shown to induce nonalcoholic fatty liver disease in mouse offspring, indicated by increased liver size, excessive accumulation of cholesterol and triglycerides (TGs), and eventually hepatic inflammation (13, 14). Moreover, reports studying the influence of both paternal and maternal diet showed that the combination of these diets has an additive effect on mouse offspring health, leading to more prominent negative effects in offspring compared with only a paternal or maternal HF diet (14, 16).

Although the effects of a prenatal HF diet on the offspring phenotype have been studied thoroughly, it is less known through which mechanisms these long-lasting effects are transmitted. The responsible molecular mechanisms for this have been suggested to involve epigenetics, because both human and animal studies demonstrated that prenatal exposures alter DNA methylation in the offspring (12, 13, 17, 18). In addition, both maternal and paternal HF diets have been shown to modify gene expression, predominantly affecting pathways related to metabolism and inflammation (12, 13, 17). Altering these metabolic and inflammatory pathways contributed to the impaired metabolic phenotype in the offspring of HF diet-fed mice. Altogether, this leads to the hypothesis that a prenatal HF diet changes DNA methylation in offspring, which subsequently alters gene expression, thereby affecting the offspring’s phenotype.

To test this hypothesis, we studied the effect of a combined paternal and maternal HF diet on hepatic DNA methylation and gene expression in mouse offspring. In this study, both parent mice received a HF or low-fat (LF) diet before and during pregnancy and throughout lactation, after which offspring were weaned onto a HF diet. Feeding both parents the same diet and weaning offspring onto a HF diet better approximates the current Western situation in which the diet is characterized by a HF content, and eating patterns are shared by individuals from the same family (19). Only male offspring were included for analyses, because sex differences are known to occur in the response to a prenatal HF diet (12, 20–23). Previous work showed that, at 12 weeks of age, the offspring displayed postprandial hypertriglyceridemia, which related to an impaired clearance of lipids from the blood into the liver after a HF meal (24).

To study the mechanisms underlying the impaired metabolic phenotype after prenatal exposure to a HF diet, hepatic genome-wide gene expression was studied using whole transcript microarrays. In addition, hepatic DNA methylation of selected genes was assessed by bisulfite pyrosequencing. This work shows that exposure to a prenatal HF diet alters gene expression of pathways involved in hepatic lipid synthesis and uptake, oxidative stress response, and cell proliferation. Furthermore, the prenatal HF diet induces hypermethylation of transcription factor (TF) binding sites upstream of lipin 1 (*Lpin1*), a differentially expressed gene involved in lipid metabolism.

## MATERIALS AND METHODS

### Study design and workflow

A schematic overview of the study design and workflow is presented in **Fig. 1**.

**Fig. 1.**
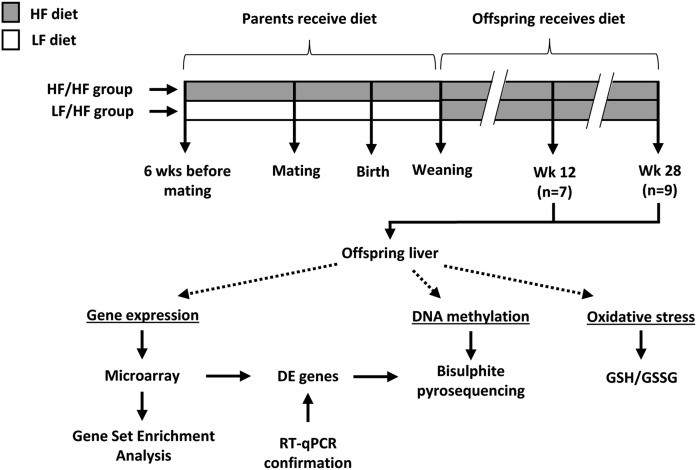
Overview of study design and workflow. Parent mice received a HF or LF diet starting 6 weeks before mating and continuing during pregnancy and lactation. Offspring were weaned onto a HF diet, thereby creating the experimental groups LF/HF and HF/HF, with the first two letters indicating the parental diet and the last two letters indicating the offspring diet. At 12 and 28 weeks of age, offspring livers were collected and analyzed. Gene expression was assessed using microarrays and GSEA. Selected differentially expressed (DE) genes were confirmed with real-time qPCR. DNA methylation of TF binding sites upstream of differentially expressed genes was measured using bisulfite pyrosequencing. Oxidative stress was measured with the GSH/GSSG assay.

### Animal model

Animal experiments were approved by the Institutional Ethics Committee on Animal Welfare of Maastricht University. Mice were housed under standard conditions at 25°C with a 12-12 h light-dark cycle with ad libitum access to water and feed. Specific pathogen-free C57Bl/6J (Charles River, Saint-Germain-Nuelles, France) parent mice were randomly assigned to either a HF diet [45% kcal fat (31% saturated, 36% monounsaturated, and 33% polyunsaturated fatty acids), 20% kcal protein, and 35% kcal carbohydrate; Research Diets, New Brunswick, NJ) or a standard chow LF diet (9% kcal fat, 33% kcal protein, and 58% kcal carbohydrate; ssniff Spezialdiäten GmbH, Soest, Germany). The diet started 6 weeks before mating and continued throughout gestation and lactation. Maternal food intake and bodyweight were measured weekly (24). At weaning, all offspring received a HF diet, thereby creating the experimental groups HF/HF and LF/HF, with the first two letters indicating the parental diet and the last two letters indicating the offspring diet. Offspring was weaned onto a HF diet, because this experimental setup provides a better representation of the Western diet, which is predominantly characterized by a HF content. Litter size and offspring food intake were similar for both experimental groups (24). Only male offspring were included for further experiments. Phenotypic outcomes in offspring between 12 and 28 weeks of age were previously reported (24). To study how these effects of the prenatal HF diet were transmitted, livers were obtained from the offspring at 12 weeks of age (n = 7 per group) and 28 weeks of age (n = 9 per group) and were used for subsequent measurements in gene expression, oxidative stress, and DNA methylation.

### Gene expression microarray

Total RNA from offspring livers was extracted using an RNeasy Mini kit (Qiagen, Venlo, The Netherlands). RNA concentration and purity were assessed using a Nano Drop ND-1000 spectrophotometer (Isogen, IJsselstein, The Netherlands). RNA quality was measured on an Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands). All RNA samples had an RNA integrity number >8.0. RNA (100 ng) was labeled with whole transcript sense target assay and hybridized to Affymetrix Mouse Gene 1.1 ST arrays (Affymetrix, Santa Clara, CA). Microarrays were analyzed using MADMAX pipeline for statistical analysis of microarray data (25). Signal intensities were normalized with the robust multichip average method and probes were annotated (26). Microarray data are available through the Gene Expression Omnibus database (accession number GSE123009).

### Gene set enrichment analysis

Functional data analysis of microarray data was performed with gene set enrichment analysis (GSEA) (27). GSEA focuses on gene sets (groups of genes that share common biological function or regulation) rather than individual genes. For GSEA, annotated gene sets were used from the databases, BioCarta (28), Kyoto Encyclopedia of Genes and Genomes (KEGG) (29), Reactome (30), and WikiPathways (31). Significantly affected gene sets were selected on a false discovery rate (FDR) q-value of <0.05 and were ranked by the normalized enrichment score (NES).

### Selection of candidate genes for DNA methylation analysis

Individual genes from the microarray were defined as differentially expressed when comparison of the normalized signal intensities showed a *P*-value <0.05 in two-tailed paired intensity-based moderated t-statistics and an absolute fold-change >1.2 (32). Differentially expressed genes were ranked by fold-change (HF/HF versus LF/HF at week 12) and filtered for involvement in lipid metabolism or inflammation. A selection was made for the top two genes that were differentially expressed at both week 12 and week 28 [cluster of differentiation 163 (*Cd163*) and HMG-CoA reductase (*Hmgcr*)] and the top five genes that were differentially expressed at only week 12 and not at week 28 [acetoacetyl-CoA synthetase (*Aacs*), *Lpin1*, phospholipase A2 group XVI (*Pla2g16*), serum amyloid A1 (*Saa1*), and interleukin 1 receptor type I (*Il1r1*)].

### Gene expression real-time quantitative PCR

To confirm differential expression of candidate genes for DNA methylation, real-time quantitative (q)PCR was used. First, RNA was reverse transcribed into cDNA using iScript (Bio-Rad, Veenendaal, The Netherlands). Real-time qPCR was performed on a Bio-Rad CFX384 real-time PCR system using iQ SYBR Green Supermix (Bio-Rad). Primer sequences (supplemental Table S1) were obtained from PrimerBank (33) and qPrimerDepot (34). Housekeeping genes, *Gapdh* and *Actb*, were used for normalization. Relative expression levels were quantified with the ΔΔCt method (35).

### Selection of TF binding regions

Candidate genes of which differential expression was confirmed with real-time qPCR were used for subsequent DNA methylation analysis. For this purpose, CpGs were selected with the potential to regulate expression of the genes, *Cd163*, *Hmgcr*, *Aacs*, *Lpin1*, *Saa1*, and *Il1r1*. Regions with a high density of TF binding sites were identified <2,000 bp upstream of the transcription start site (TSS) of each gene (**Fig. 2A**) by using the Gene Transcription Regulation Database (GTRD; version 17.04) (36). GTRD is a database of TF binding sites identified by ChIP-seq experiments (36). Genomic locations of the selected TF binding regions and CpGs within those regions are shown in Fig. 2B. Methylation of CpG sites within the identified TF binding regions could potentially influence TF binding and thus regulate gene transcription. Therefore, methylation of these CpGs was measured using pyrosequencing.

**Fig. 2.**
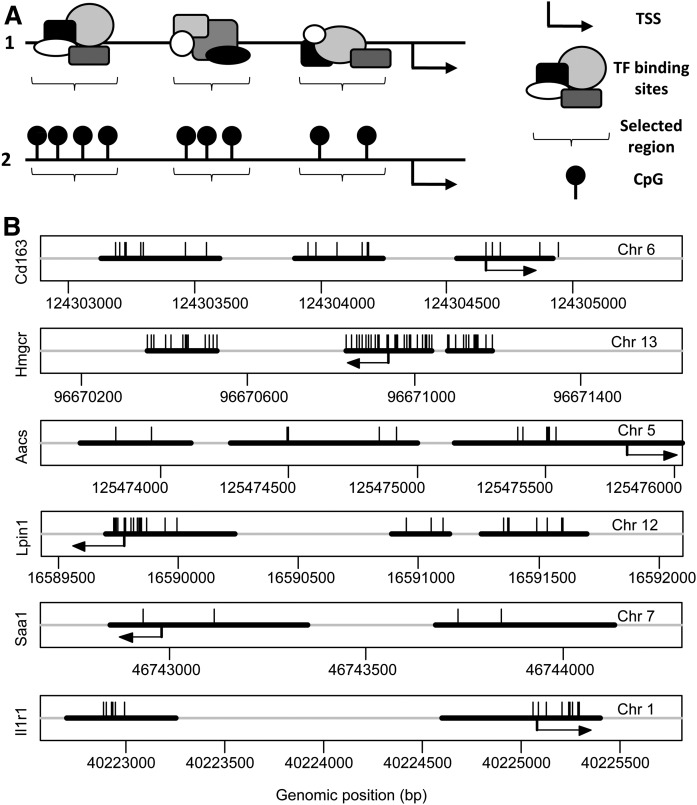
Identification of TF binding regions and selection of CpG sites for pyrosequencing. A1: Regions with a high density of TF binding sites were identified <2,000 bp upstream of the TSS of a selected gene, based on GTRD. A2: CpG sites within the selected TF binding regions were selected for DNA methylation analysis. B: Genomic positions of TF binding regions (indicated by black horizontal lines) and CpGs within these regions (indicated by vertical lines), which were selected for DNA methylation analysis. Arrows mark TSS.

### Pyrosequencing

To assess DNA methylation levels of selected CpG sites, a pyrosequencing approach was used. For this, DNA from offspring livers was extracted using the DNeasy blood and tissue kit (Qiagen) and subjected to bisulfite conversion with an EZ DNA methylation kit (Zymo Research, Irvine, CA) and subsequently used as a template for amplification of the selected TF binding regions. PCR was performed on an Eppendorf Mastercycler nexus (Eppendorf, Nijmegen, The Netherlands) using HotStarTaq DNA polymerase (Qiagen) and dNTP mix (Thermo Fisher Scientific, Eindhoven, The Netherlands). Biotin-labeled amplicons were captured with Streptavidin Sepharose beads (GE Healthcare, Vienna, Austria) and denatured and annealed to the sequencing primer using the PyroMark Q24 vacuum workstation (Qiagen). Amplicons were sequenced on a PyroMark Q24 (Qiagen), using PyroMark Q24 Advanced CpG reagents (Qiagen). Methylation of each CpG was quantitatively assessed using the PyroMark Q24 Advanced software. Assays and primers for PCR and pyrosequencing (supplemental Table S2) were designed with PyroMark Assay Design software.

### GSH and GSSG assay

To assess oxidative stress in offspring livers, GSH and GSSG were measured according to Rahman, Code, and Biswas (37). In short, liver homogenate was mixed with 5-sulfosalicylic acid to prevent further oxidation of GSH to GSSG. Supernatant of this mixture was used for both GSH and GSSG assessment. GSH was measured by oxidizing it with DTNB to form TNB, which is measurable with a spectrophotometer. For GSSG measurement, samples were first preincubated with 2-vinylpyridine to deplete all GSH. Subsequently, samples were incubated with NADPH and glutathione reductase, which reduces GSSG into GSH, and simultaneously incubated with DTNB to quantify the amount of GSH through TNB formation. GSH and GSSG concentrations were normalized to the starting amount of liver tissue.

### Statistical analysis

For GSH, GSH/GSSG ratio, real-time qPCR, and DNA methylation, differences between groups were tested by two-tailed independent samples Student’s *t*-test. For DNA methylation, *P*-values were corrected for multiple testing by computing FDR q-values using the Benjamini-Hochberg procedure (38). For GSSG, differences between groups were tested by two-tailed Mann-Whitney U test. The relation between the DNA methylation level of TF binding regions and mRNA expression was described using the Pearson correlation coefficient with log transformed mRNA expression levels. *P* < 0.05 or q < 0.05 was considered significant. All statistical analyses were performed in R (R Foundation for Statistical Computing, Vienna, Austria).

## RESULTS

### A prenatal HF diet alters hepatic expression of gene sets involved in lipid metabolism, oxidative stress response, and cell proliferation

Previous work showed that, at 12 weeks of age, HF/HF offspring displayed postprandial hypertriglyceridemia and an impaired clearance of lipids from the blood into the liver after a HF meal (24). To study whether this impaired metabolic phenotype in HF/HF offspring was related to alterations in hepatic gene expression, a microarray was performed on offspring livers at 12 and 28 weeks of age. As a result, a total of 492 genes were found to be differentially expressed in 12-week-old HF/HF offspring, compared with LF/HF offspring. Moreover, GSEA revealed that the prenatal HF diet significantly affected expression of four different pathways in offspring livers at 12 weeks of age, with two being upregulated and two downregulated (**Table 1**). 

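Liver RNA of male C57Bl/6J offspring was hybridized to whole transcript arrays, with 1 array per mouse. The parents had received a diet with 9% (LF) or 45% (HF) of energy from fat, starting 6 weeks before mating, and all offspring were weaned onto the HF diet. The arrays covered 7 LF/HF and 7 HF/HF mice of 12 weeks and 9 LF/HF and 9 HF/HF mice of 28 weeks, 32 mice in all. The authors normalized the signal intensities by the robust multichip average and gave 1 intensity on the linear scale for each of 21115 probe sets in each mouse. The median intensity of an array was 8.39 to 9.20 (median 8.74) in LF/HF and 8.37 to 9.39 (median 8.73) in HF/HF mice of 12 weeks. At 28 weeks it was 8.54 to 8.79 (median 8.66) in LF/HF and 8.41 to 8.89 (median 8.74) in HF/HF mice. From there, the log2 of each intensity was taken and 21113 genes were compared with limma, with 1 mean per group, 1 spread per gene over the 32 arrays and a prior that follows the intensity. The study criterion for a differentially expressed gene was an unadjusted P under 0.05 with an absolute fold change over 1.2. The paper describes its test as paired, whereas the mice were compared here as independent groups, since the pairs are not given. Mice with the same replicate number were no more alike than others, but this number need not mark the paper's pairs. The litter of each mouse is not given, and shared litters could make the p-values too small. Adjusted p-values are Benjamini-Hochberg values over all genes tested. Gene lists of pathways, complexes and cell types, 51 in all, were written before the data were examined and tested with camera, which compares the genes of a list with all other genes at a preset correlation of 0.01 between genes. Their p-values were adjusted over the 51 lists. The mean log2 value of a list in each mouse was compared by a two-sided exact permutation test, whose smallest p is 0.000583 for 7 mice against 7 and 4.11e-05 for 9 against 9. The names of the arrays fall into 2 series, taken here as 2 plates, which the paper does not describe. Plate 1 held 3 LF/HF and 4 HF/HF mice of 12 weeks and 5 LF/HF and 4 HF/HF mice of 28 weeks, and plate 2 held the others. The number of arrays limits the precision. In simulated changes added to 50 genes each at 12 weeks, the study criterion was met by 94% of genes with a 1.5-fold change and by 50% of genes with a 1.2-fold change, and the adjusted p by 70% and 8%. Of 20913 genes without a simulated change, 564 met the study criterion at 12 weeks and 411 at 28 weeks. The simulated genes varied independently, without outlying mice or plates, so these shares and counts are idealized. The same simulated arrays also held 50 genes each with a 2-fold and a 4-fold change. Such genes ease the limit of the adjusted p, so its shares do not hold where few genes change.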

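At 12 weeks, genes of acute-phase proteins and metallothioneins stood among the highest in HF/HF offspring, and genes of lipid synthesis and clock-controlled genes among the lowest. Lcn2, which encodes the iron-carrier protein lipocalin 2 of the acute-phase response, had a mean log2 value of 6.12 ± 1.19 (SD, n = 7 mice) in HF/HF and 4.93 ± 0.53 (SD, n = 7 mice) in LF/HF offspring, where 1 mouse lay at 3.81. Its log2 fold change was 1.19 (SE 0.40, unadjusted P = 0.00515 from limma), beside 0.97 (SE 0.32, unadjusted P = 0.00446 from limma) for Orm2 and 1.17 (SE 0.41, unadjusted P = 0.00691 from limma) for Saa2. The metallothionein genes Mt1 and Mt2 had log2 fold changes of 1.09 (SE 0.43) and 1.34 (SE 0.64). Of the 28 measured acute-phase genes, 18 were higher in HF/HF offspring, 7 of them by the study criterion. Adjusted over the list alone, 4 genes rose and 1 fell, and the mean of the list lay above the LF/HF mean in 6 of 7 HF/HF mice (difference 0.25, adjusted p = 0.00800 from camera). This call was lost with the correlation taken from the data (adjusted p = 0.620 with an estimated correlation), and without LF/HF replicate 2 or HF/HF replicate 6 (adjusted p = 0.132 and 0.146 from camera). Within plate 1 and plate 2 the difference was 0.25 and 0.29. Among the genes with the lowest log2 fold changes were Sqle, an enzyme of cholesterol synthesis, at -1.01 (SE 0.48), the clock output gene Dbp at -0.89 (SE 0.38) and the rhythmic genes Usp2 at -1.16 (SE 0.44) and Rgs16 at -1.17 (SE 0.40). Of 19 genes of the circadian clock, 15 were lower in HF/HF offspring (mean difference -0.23, adjusted p = 0.00571 from camera, adjusted p = 0.620 with an estimated correlation). This difference was -0.24 on plate 1 and -0.22 on plate 2, and without HF/HF replicate 3 it was -0.17 and not called (adjusted p = 0.0766 from camera). In total 617 of 21113 genes met the study criterion, 306 higher and 311 lower in HF/HF offspring. No gene passed the adjusted p from limma (0 genes, smallest adjusted p = 0.734), and 998 genes had an unadjusted P under 0.05, where 1056 are expected by chance. As many genes met the criterion in 31 of 100 splits of the mice into groups of the same sizes. With low values left out, where fewer genes are tested, 372 genes met it. With the p-values of the authors' deposited table in place of those from limma, 619 probe sets met the criterion and 0 had a q-value under 0.05.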

The two downregulated pathways were related to hepatic lipid biosynthesis and uptake (i.e., *Activation of gene expression by SREBP*) and cellular movement (i.e., *Striated muscle contraction*), whereas the upregulated pathways were linked to oxidative stress response [i.e., *nuclear factor (erythroid-derived 2)-like 2* (*Nrf2*) *targets*] and intracellular transport (i.e., *Kinesins*).

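Enzymes and receptors that SREBP controls were lower on average in HF/HF offspring, and Nrf2 target genes were higher. Kinesin genes were slightly higher, mostly through 1 mouse, and muscle genes were lower through single mice. Of 46 genes of SREBP activation, 36 were lower and 10 higher in HF/HF offspring. The mean log2 value of this list was 6.48 ± 0.16 in HF/HF and 6.62 ± 0.26 in LF/HF offspring (SD, n = 7 mice each), a difference of -0.14 (adjusted p = 0.00200 from camera, adjusted p = 0.620 with an estimated correlation). It lay below the LF/HF mean in 6 of 7 HF/HF mice (exact permutation test, p = 0.262). The difference was 0.018 on plate 1 and -0.24 on plate 2, so it did not hold within plate 1. Without LF/HF replicate 7 it was -0.077 and without HF/HF replicate 3 -0.090, and the call ended in both cases (adjusted p = 0.114 and 0.0647 from camera). Elovl6, a fatty acid elongase, had a log2 fold change of -0.54 (SE 0.25), and Nfya, a subunit of the factor NF-Y that binds beside SREBP, one of -0.35 (SE 0.12). Insig2, which keeps SREBP in the endoplasmic reticulum, was higher at 0.45 (SE 0.20). With the clock phase of each mouse as a covariate, the call of the list ended (adjusted p = 0.387 from camera).

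The Nrf2 target list, 41 genes of antioxidant and detoxifying enzymes, had a mean of 7.48 ± 0.23 in HF/HF and 7.32 ± 0.092 in LF/HF offspring (SD, n = 7 mice each). Its difference was 0.16 (adjusted p = 2.16e-06 from camera, adjusted p = 0.620 with an estimated correlation), with 33 genes higher and all 7 HF/HF mice above the LF/HF mean (exact permutation test, p = 0.0659). It was 0.30 on plate 1 and 0.016 on plate 2, and without HF/HF replicate 3 it was 0.077 (adjusted p = 0.0153 from camera). The 40 measured kinesin genes, motor proteins of microtubules, differed by 0.080 (adjusted p = 0.0208 from camera, adjusted p = 0.620 with an estimated correlation), with 28 genes higher, and by 0.16 on plate 1 and -0.011 on plate 2. Without HF/HF replicate 3 they differed by 0.026, and the call ended (adjusted p = 0.548 from camera), as it did without LF/HF replicate 3 (adjusted p = 0.125 from camera).

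Of 36 genes of striated muscle contraction, 32 were lower in HF/HF offspring (mean difference -0.36, adjusted p = 0.000810 from camera, adjusted p = 0.659 with an estimated correlation). One LF/HF mouse, replicate 1, had a list mean of 6.37, and the other LF/HF mice lay between 3.04 and 3.26. Without that mouse the HF/HF mean was the higher one and the call ended (adjusted p = 0.247 from camera). The exact permutation test of the list mean gave p = 0.767, and the difference was -0.87 on plate 1 and -0.030 on plate 2. In all, 8 of 51 lists were called higher and 10 lower by camera, and 18 of 100 splits of the mice gave as many. The study named these pathways on the same samples, so their direction here is not independent evidence.

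**Figure D1:**
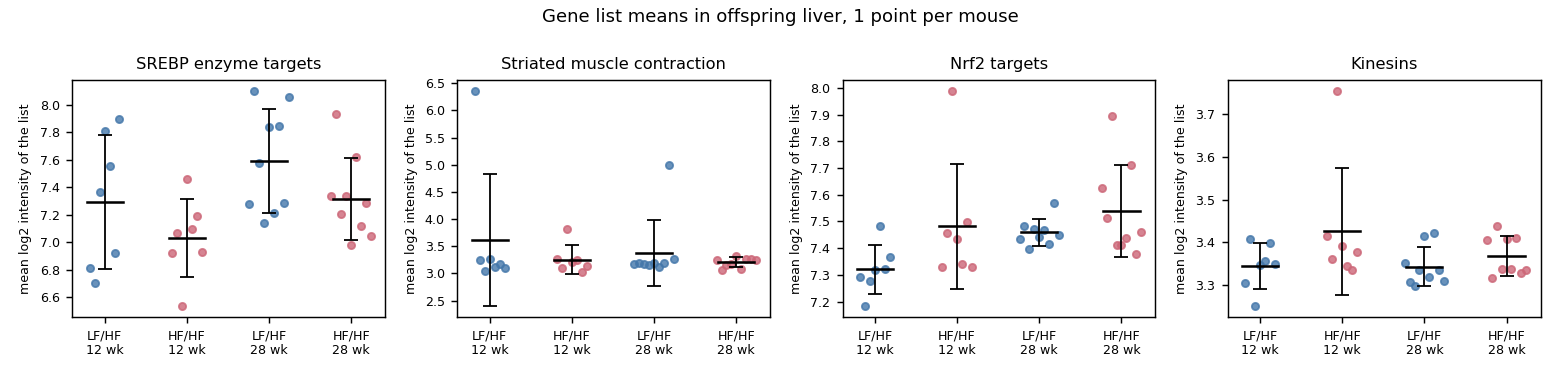
Mean log2 value of 4 gene lists in each mouse of 12 weeks, by group. Each point is a mouse, the line is the group mean and the bar its SD. At 12 weeks the LF/HF mouse with a striated muscle mean of 6.37 stands apart from the others of its group. So does the HF/HF mouse with a Nrf2 target mean of 7.99.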

**TABLE 1.** Pathways significantly affected by prenatal HF diet in offspring livers at 12 weeks (n = 7 per group) and 28 weeks (n = 9 per group) of age

Biological Function of Pathway	Pathway	NES	FDR
12 weeks			
Cellular movement	Striated muscle contraction*^a^*	−2.34	0.004
Lipid biosynthesis/uptake	Activation of gene expression by SREBP*^b^*	−2.32	0.002
Oxidative stress response	Nrf2 targets*^b^*	2.60	<0.000
Intracellular transport	Kinesins*^b^*	2.08	0.015
28 weeks			
Lipid biosynthesis/uptake	Cholesterol biosynthesis*^b^*	−2.29	0.002
	Activation of gene expression by SREBP*^b^*	−1.95	0.006
	Steroid biosynthesis*^c^*	−1.91	0.009
Mitochondrial translation	Mitochondrial translation initiation*^b^*	−2.28	0.001
	Mitochondrial translation elongation*^b^*	−2.28	0.001
	Mitochondrial translation termination*^b^*	−2.20	0.001
Antigen processing/presentation	Cross-presentation of soluble exogenous antigens (endosomes)*^b^*	−2.22	0.001
	Antigen processing-cross presentation*^b^*	−1.77	0.028
	ER-phagosome pathway*^b^*	−1.84	0.016
Mitosis/cell cycle	Autodegradation of Cdh1 by Cdh1:APC/C*^b^*	−2.20	0.001
	APC/C:Cdc20-mediated degradation of mitotic proteins*^b^*	−2.18	0.001
	APC/C:Cdc20-mediated degradation of Securin*^b^*	−2.18	0.001
Proteasomal degradation	Proteasome*^c^*	−2.15	0.001
	Proteasome pathway*^d^*	−2.11	0.001
	Proteasome degradation*^a^*	−1.99	0.005
HIV-host interaction	Vpu mediated degradation of CD4*^b^*	−1.93	0.008
	Vif-mediated degradation of APOBEC3G*^b^*	−1.93	0.008
Regulation of transcription and translation	Ribosome biogenesis in eukaryotes*^c^*	−2.00	0.005
	Eukaryotic transcription initiation*^a^*	−1.91	0.009
	RNA transport*^c^*	−1.89	0.011
Wnt signaling	Degradation of axin*^b^*	−1.89	0.011
	Asymmetric localization of PCP proteins*^b^*	−1.88	0.011
	Degradation of DVL*^b^*	−1.80	0.022
Hedgehog signaling	Hedgehog ligand biogenesis disease*^b^*	−1.80	0.022
	Degradation of GLI1 by the proteasome*^b^*	−1.79	0.023
	Processing defective Hh variants are degraded by the proteasome*^b^*	−1.78	0.027
Sema4D signaling	Sema4D in semaphorin signaling*^b^*	2.11	0.040
	Sema4D-induced cell migration and growth cone collapse*^b^*	2.06	0.038

For each biological function, the top three (based on NES) significant pathways are shown. A negative or positive NES indicates that the pathway was downregulated or upregulated, respectively, in HF/HF offspring compared with LF/HF offspring. A complete overview of all significantly affected pathways is listed in supplemental Table S3.

a WikiPathways database.

b Reactome database.

c KEGG database.

d BioCarta database.

In 28-week-old offspring, expression of 534 individual genes was altered in HF/HF offspring compared with LF/HF offspring. Furthermore, the prenatal HF diet significantly affected expression of 63 pathways of which two pathways were upregulated and 61 pathways were downregulated. 

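At 28 weeks, enzymes of cholesterol synthesis were among the genes with the lowest log2 fold changes in HF/HF offspring, and 3 of the 8 highest were small nucleolar RNAs, with smaller differences without 1 mouse. Mvd, an enzyme of the mevalonate pathway, had a log2 fold change of -0.68 (SE 0.30, unadjusted P = 0.0321 from limma), and the sterol enzymes Cyp51 and Msmo1 had -0.68 (SE 0.28) and -0.60 (SE 0.27). Acmsd, an enzyme of tryptophan breakdown, was higher with 0.56 (SE 0.25, unadjusted P = 0.0301 from limma), and Gpc6, a glypican of the cell surface, with 0.60 (SE 0.20, unadjusted P = 0.00536 from limma). The small nucleolar RNA Snord57 had 0.91 (SE 0.38), with 1 LF/HF mouse at 5.44 and the other 8 at 7.68 or above, and without that mouse it had 0.58 (SE 0.32) and no longer met the study criterion. Snord22 had 0.69 (SE 0.26) and Snord16a 0.55 (SE 0.23). Without the same mouse they had 0.52 (SE 0.24) and 0.46 (SE 0.23), where Snord22 still met the study criterion and Snord16a did not. Of 13 genes that hepatocytes near the portal vein express, 11 were higher in HF/HF offspring (mean difference 0.19, adjusted p = 0.000753 from camera, adjusted p = 0.624 with an estimated correlation). Among them, the histidine ammonia-lyase gene Hal had a log2 fold change of 0.21 (SE 0.093) and the glutaminase gene Gls2 one of 0.25 (SE 0.13). The difference of this list was 0.29 on plate 1 and 0.091 on plate 2. In total 454 of 21113 genes met the study criterion, 203 higher and 251 lower in HF/HF offspring. None passed the adjusted p from limma (0 genes, smallest adjusted p = 0.915), and 1083 had an unadjusted P under 0.05, where 1056 are expected by chance. In 30 of 100 splits of the mice as many genes met the criterion. Without 3 mice whose samples carried skeletal muscle markers the criterion was met by 708 genes. Of these mice only LF/HF replicate 8 was of this age, and without it alone 656 genes met the criterion. With low values left out, where fewer genes are tested, the criterion was met by 256. By the p-values of the authors' deposited table it was met by 454 probe sets, and 0 had a q-value under 0.05.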

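Of the 51 gene lists, 7 were lower and 3 higher in HF/HF offspring of 28 weeks by camera, and the lower ones held genes of the mitochondrial ribosome, ribosome assembly and basal transcription beside those of cholesterol synthesis and the proteasome. The 92 measured genes of mitochondrial translation, most of them proteins of the mitochondrial ribosome, had a mean of 6.20 ± 0.083 in HF/HF and 6.26 ± 0.083 in LF/HF offspring (SD, n = 9 mice each). In 8 of 9 HF/HF mice it lay below the LF/HF mean, and 66 genes were lower (difference -0.066, adjusted p = 9.16e-05 from camera, adjusted p = 0.624 with an estimated correlation). Mrpl18 and Mrpl52, proteins of its large subunit, had log2 fold changes of -0.28 (SE 0.089) and -0.21 (SE 0.066). Within plate 1 the difference was -0.13 and within plate 2 it was -0.0071. The list of ribosome biogenesis differed by -0.068 over 47 genes (adjusted p = 0.00414 from camera, adjusted p = 0.624 with an estimated correlation), with -0.073 on plate 1 and -0.057 on plate 2. For the 30 basal transcription factors, which place RNA polymerase II at promoters, the difference was -0.078 (adjusted p = 0.00903 from camera, adjusted p = 0.624 with an estimated correlation), and all 9 HF/HF mice lay below the LF/HF mean (exact permutation test, p = 0.00926, 0.472 adjusted over the lists). On the plates it was -0.065 and -0.098. No list passed the adjusted p with an estimated correlation (0 lists, smallest 0.624, 2 at an unadjusted p under 0.05), whereas 10 did at the preset correlation, as many as in 40 of 100 splits of the mice.

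**Figure D2:**
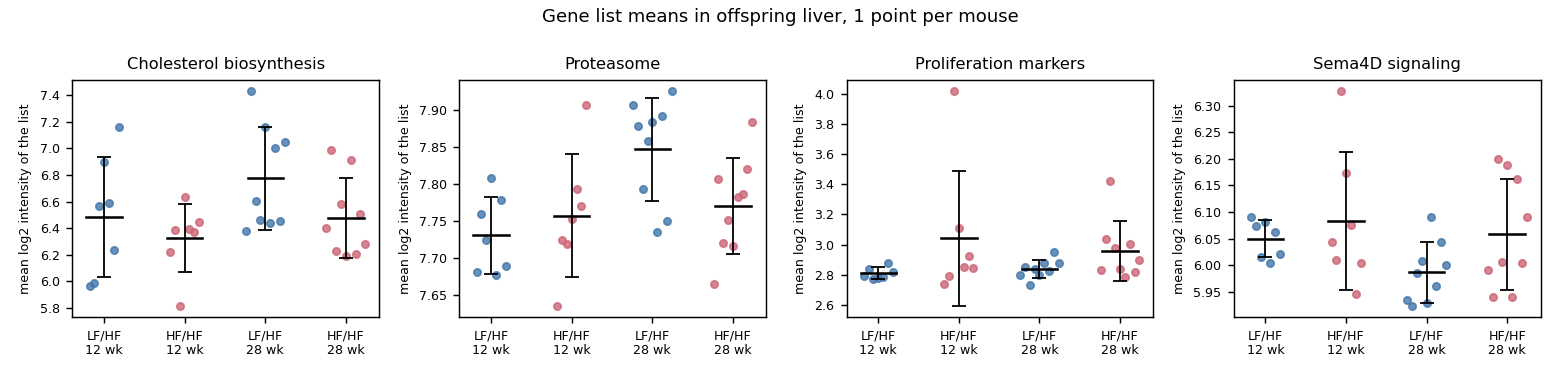
Mean log2 value of 4 gene lists in each mouse of 28 weeks, by group. Each point is a mouse, the line is the group mean and the bar its SD. At 28 weeks the proteasome means lay between 7.66 and 7.88 in HF/HF and between 7.73 and 7.93 in LF/HF mice, so the groups overlapped.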

The two upregulated pathways were both related to Sema4D signaling. 

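Genes of Sema4D signaling, which acts through plexin B1 on the GTPase RhoA and on myosin, were higher on average in HF/HF offspring of 28 weeks, by less than the SD of the HF/HF mice. Of 24 genes, 15 were higher and 9 lower, and the mean of the list was 6.06 ± 0.10 in HF/HF and 5.99 ± 0.056 in LF/HF offspring (SD, n = 9 mice each). The difference was 0.072 (adjusted p = 0.0308 from camera, adjusted p = 0.624 with an estimated correlation), and 7 of 9 HF/HF mice lay above the LF/HF mean (exact permutation test, p = 0.0882). Arhgef12, an exchange factor that activates RhoA, had a log2 fold change of 0.14 (SE 0.058). The myosin genes Myl9 and Myh11, which smooth muscle and stellate cells also express, had 0.44 (SE 0.20) and 0.24 (SE 0.15). Markers of stellate cells and fibrosis differed by 0.079 (adjusted p = 0.188 from camera), with 7 of 9 HF/HF mice above the LF/HF mean. HF/HF replicates 3 and 7 were the 2 highest HF/HF mice in that list (5.17 and 5.14) and among the 3 highest in the Sema4D list (6.20 and 6.16), so a different share of these cells stays open. Adjusted over the list alone, no gene passed (0 genes, smallest adjusted p = 0.445 from limma), and 1 gene met the study criterion. On plate 1 the difference was 0.078 and on plate 2 0.053, neither past the adjusted p. Without HF/HF 28 weeks replicate 3 the adjusted p from camera was 0.160, and the call also ended without any 1 of LF/HF replicates 1, 2 and 5 and HF/HF replicates 5 and 7 (adjusted p = 0.0566 to 0.107 from camera). The study named this pathway on the same samples, so the list is not independent evidence of its direction.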

Of the downregulated pathways, however, the majority were involved in cell proliferation, having functions in mitosis, cell cycle, proteasomal degradation, Wnt signaling, and Hedgehog signaling. In addition, hepatic lipid biosynthesis and uptake was still downregulated in 28-week-old HF/HF offspring, including gene sets *Activation of gene expression by SREBP*, *Cholesterol biosynthesis*, and *Steroid biosynthesis*.

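Subunits of the proteasome were lower in HF/HF offspring of 28 weeks, by a small amount, and markers of dividing cells were higher, in part through 1 mouse. The 34 proteasome genes had a mean of 7.77 ± 0.065 in HF/HF and 7.85 ± 0.070 in LF/HF offspring (SD, n = 9 mice each). The difference was -0.077 (adjusted p = 0.000106 from camera, adjusted p = 0.624 with an estimated correlation), with 29 genes lower and 8 of 9 HF/HF mice below the LF/HF mean (exact permutation test, p = 0.0305, 0.577 adjusted over the lists). Psmc4, an ATPase of the regulatory particle, had a log2 fold change of -0.17 (SE 0.057), and Psma4 and Psma7, subunits of the core particle, had -0.25 (SE 0.095) and -0.18 (SE 0.085). The difference was -0.13 on plate 1 and -0.028 on plate 2, where it did not pass camera (adjusted p = 0.360). Of 23 genes of the anaphase-promoting complex (APC/C) and mitotic exit, 11 were lower (mean difference -0.015, adjusted p = 0.317 from camera). Adjusted over the list alone, 2 of them fell, the APC/C subunit gene Cdc26 with -0.33 (SE 0.095) and the ubiquitin-conjugating enzyme gene Ube2e1 with -0.35 (SE 0.10). The 28 proliferation markers, among them cyclins, replication factors and mitotic kinases, differed by 0.12 (adjusted p = 0.00903 from camera, adjusted p = 0.784 with an estimated correlation), with 24 genes higher in HF/HF offspring and 6 of 9 HF/HF mice above the LF/HF mean. Top2a, a topoisomerase of dividing cells, had 0.32 (SE 0.22). Without HF/HF replicate 3, at 3.42, the difference of the markers was 0.060 and the call ended (adjusted p = 0.216 from camera). On plate 1 the markers differed by 0.26 and on plate 2 by -0.013. Wnt target genes and Hedgehog genes had mean differences of 0.069 and -0.014 (adjusted p = 0.634 and 0.809 from camera). Many of the paper's sets for mitosis, Wnt and Hedgehog signaling are named for protein degradation. The marker, Wnt target and Hedgehog lists were not built from those sets, so they do not test them directly. The array signal of most proliferation markers is low, since 9 of 28 lie at or above the median of all genes.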

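Genes of cholesterol biosynthesis were lower in HF/HF offspring of 28 weeks on both plates. The 23 measured genes had a mean of 6.48 ± 0.30 in HF/HF and 6.77 ± 0.39 in LF/HF offspring (SD, n = 9 mice each), with 19 genes lower and 7 of them by the study criterion. Fdft1, the squalene synthase, had a log2 fold change of -0.42 (SE 0.17), Acat2, which makes the acetoacetyl-CoA that enters the pathway, one of -0.36 (SE 0.14), and Lbr, a sterol reductase of the nuclear envelope, one of -0.27 (SE 0.11). The difference of the list was -0.30 (adjusted p = 4.29e-06 from camera, adjusted p = 0.624 with an estimated correlation), and 7 of 9 HF/HF mice lay below the LF/HF mean (exact permutation test, p = 0.0894). It was -0.26 on plate 1 and -0.31 on plate 2. The wider list of SREBP activation, which also holds cofactors and the machinery that releases SREBP, had a mean of 6.60 ± 0.17 in HF/HF and 6.73 ± 0.17 in LF/HF offspring (SD, n = 9 mice each). Its difference of -0.12 did not pass camera (adjusted p = 0.134, and 0.837 with an estimated correlation), with 30 genes lower and 16 higher. Among the higher ones, Mbtps1, the protease that releases SREBP, had 0.24 (SE 0.078) and the nuclear receptor Rxra 0.30 (SE 0.12). On the plates this list differed by -0.032 and -0.20. The study named both pathways on the same samples, so these lists are not independent evidence of their direction.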

Altogether, a prenatal HF diet altered hepatic expression of gene sets involved in lipid biosynthesis and uptake, oxidative stress response. and cell proliferation.

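Few single genes differed at both ages. The study criterion was met at both 12 and 28 weeks by 26 genes, 10 of them higher and 8 lower in HF/HF offspring at both ages and 8 in opposite directions, where 13.3 shared genes are expected from independent counts and 26 of 100 splits of the mice gave as many. Among those lower at both ages were Cd163, a scavenger receptor of macrophages, Pdf, a peptide deformylase of mitochondria, and the chemokine gene Ppbp, and among those higher at both were Rfwd3, a ubiquitin ligase of DNA repair, and Sulf2, a sulfatase of heparan sulfate. Pdf had log2 fold changes of -0.33 (SE 0.11) at 12 weeks and -0.42 (SE 0.099) at 28 weeks, and Rfwd3 had 0.75 (SE 0.26) and 0.70 (SE 0.23). Across all genes, which are not independent replicates, the log2 fold changes at the 2 ages correlated with r = 0.086. For the difference between the diet effects at 28 and 12 weeks, no gene passed the adjusted p from limma (0 genes, smallest 0.749, 1009 genes with an unadjusted P under 0.05). Among the lists, the diet effect on the proteasome at 28 weeks differed from that at 12 weeks by -0.10 (adjusted p = 0.00168 from camera, adjusted p = 0.922 with an estimated correlation), and that on mitochondrial translation by -0.066 (adjusted p = 0.0420 from camera, adjusted p = 0.922 with an estimated correlation). From the pathways at both ages, the paper concludes that the prenatal HF diet altered expression of genes of lipid biosynthesis and uptake, of the oxidative stress response and of cell proliferation in the liver.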

### A prenatal HF diet increases oxidative stress in offspring livers

Because the prenatal HF diet upregulated hepatic expression of the Nrf2 pathway in 12-week-old offspring, we next examined whether livers of these mice also presented increased levels of oxidative stress, which was done by measuring GSH and GSSG. The results show that GSH levels were similar in all four groups, whereas GSSG levels were significantly increased in HF/HF offspring compared with LF/HF at 12 weeks of age (**Fig. 3**). Consequently, the GSH/GSSG ratio was significantly decreased in HF/HF offspring compared with LF/HF at 12 weeks of age, indicating an increased exposure to oxidative stress in the livers of HF/HF mice. In addition, there was a tendency (*P* = 0.06) for decreased GSH/GSSG ratio in 28-week-old compared with 12-week-old LF/HF offspring, indicating that oxidative stress tended to increase over time in the control group.

**Fig. 3.**
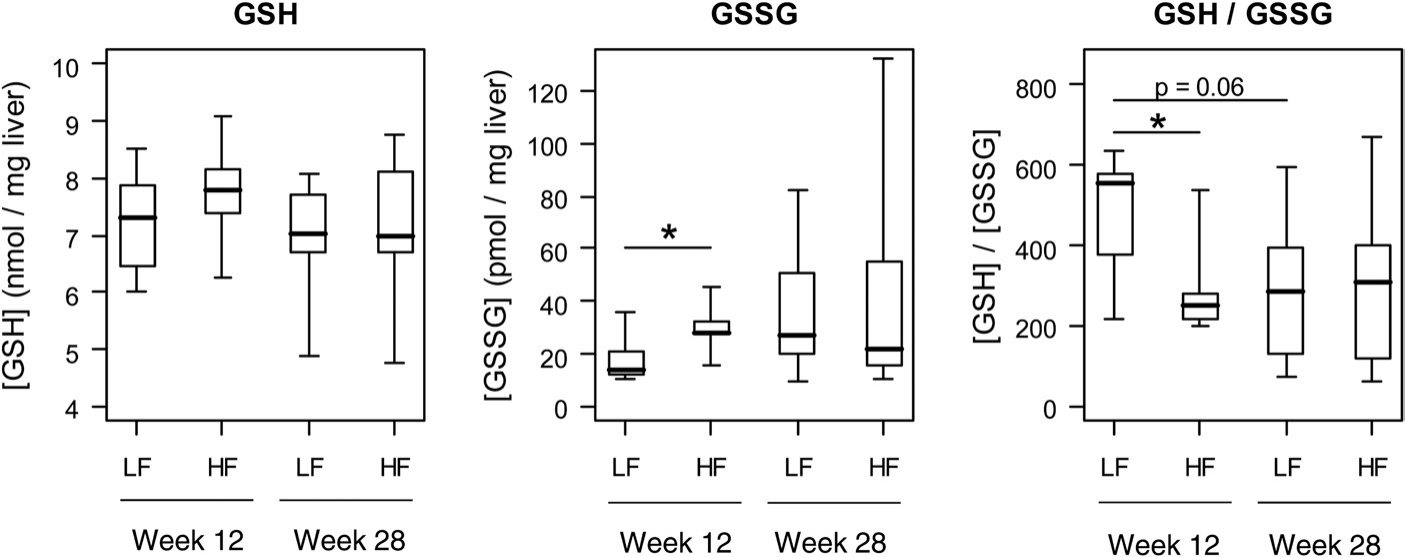
GSH and GSSG concentrations and the ratio between GSH and GSSG concentrations in 12-week-old (n = 7 for LF and n = 6 for HF) and 28-week-old (n = 9 per group) offspring livers after both parent mice received either a prenatal LF or HF diet. Boxplots represent minimum, first quartile, median, second quartile, and maximum. *P < 0.05, based on two-tailed independent samples *t*-test (GSH and GSH/GSSG) or two-tailed Mann-Whitney U test (GSSG).

### A prenatal HF diet induces hypermethylation of TF binding sites upstream of *Lpin1*

To examine whether the observed effect of a prenatal HF diet on hepatic gene expression is regulated by alterations in DNA methylation, further analysis was performed on the candidate genes, *Cd163*, *Hmgcr*, *Aacs*, *Lpin1*, *Pla2g16*, *Saa1*, and *Il1r1*. These genes were selected based on their involvement in lipid metabolism (*Hmgcr*, *Aacs*, *Lpin1*, and *Pla2g16*) or inflammation (*Cd163*, *Saa1*, and *Il1r1*) and their significant differential expression in the microarray. This differential expression was verified by real-time qPCR, which showed that the prenatal HF diet significantly altered hepatic mRNA expression of *Cd163* and *Hmgcr* at 12 and 28 weeks of age, whereas expression of *Aacs*, *Lpin1*, *Saa1*, and *Il1r1* was only significantly changed at week 12 (**Fig. 4**). 

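At 12 weeks, the candidate genes Aacs, Lpin1, Pla2g16, Cd163 and Il1r1 were lower in HF/HF offspring and Saa1 was higher, and all 6 met the study criterion. Aacs, which activates acetoacetate for lipid synthesis and lies on chromosome 5 from 125475873 to 125517405 of GRCm38.p6, had a mean log2 value of 5.39 ± 0.42 in HF/HF and 6.63 ± 0.68 in LF/HF offspring (SD, n = 7 mice each). Its log2 fold change was -1.24 (SE 0.33), with all 7 HF/HF mice below the LF/HF mean (exact permutation test, p = 0.00350). The phospholipase gene Pla2g16 (chromosome 19 from 7557459 to 7588545), now named Plaat3, had -0.66 (SE 0.20), with p = 0.0122 from the exact test. Without LF/HF replicate 1, the highest mouse at 5.76, its log2 fold change was -0.48. Of the inflammation genes, Saa1, an acute-phase protein of the liver (chromosome 7 from 46740497 to 46743181), had 1.25 (SE 0.38) and was above the LF/HF mean in 6 of 7 HF/HF mice (exact permutation test, p = 0.0175). Il1r1, a receptor of interleukin 1 (chromosome 1 from 40222480 to 40316201), had -0.51 (SE 0.17), and every HF/HF mouse lay below every LF/HF mouse (exact permutation test, p = 0.000583, the smallest that 7 mice against 7 allow). Cd163, a scavenger receptor that macrophages express (chromosome 6 from 124304636 to 124330529), had -0.64 (SE 0.21), with p = 0.0128 from the exact test.

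At 28 weeks, Cd163 with -0.45 (SE 0.19) met the study criterion (exact permutation test, p = 0.0451), and the other 5 of these genes did not. The criterion was no longer met for Cd163 without HF/HF replicate 3 or HF/HF replicate 7 (-0.36 without replicate 7), and the difference was -0.59 on plate 1 and -0.27 on plate 2, where the criterion was not met. Aacs had -0.44 (SE 0.29), Pla2g16 -0.20 (SE 0.17), Saa1 0.19 (SE 0.34) and Il1r1 0.26 (SE 0.15). The difference between the diet effects at 28 and 12 weeks was 0.77 (SE 0.22) for Il1r1, with an adjusted p of 0.00509 from limma over the candidates and 0.974 over all genes. The study picked Il1r1 for a change at 12 and not at 28 weeks on these samples, so the value over the candidates restates that choice. It did not pass for Saa1, Aacs and Pla2g16 (adjusted p = 0.102, 0.126 and 0.126 from limma). Adjusted over the list alone, all 6 genes changed at 12 weeks (adjusted p at most 0.00627 from limma) and 0 at 28 weeks (smallest 0.0756, for Cd163). Adjusted over all genes, none passed at either age, and the study picked these genes on the same samples, so the first count is not independent evidence. With the clock phase of each mouse as a covariate, Cd163 no longer met the criterion at 12 weeks, at -0.32, and Aacs went to -0.77 and still met it. Each gene kept its direction at 12 weeks on both plates, with Aacs at -0.86 and -1.51 and Saa1 at 0.96 and 1.75. With fewer mice per plate, Aacs, Saa1, Il1r1 and Cd163 did not meet the study criterion on plate 1, nor did Cd163 on plate 2.

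**Figure D3:**
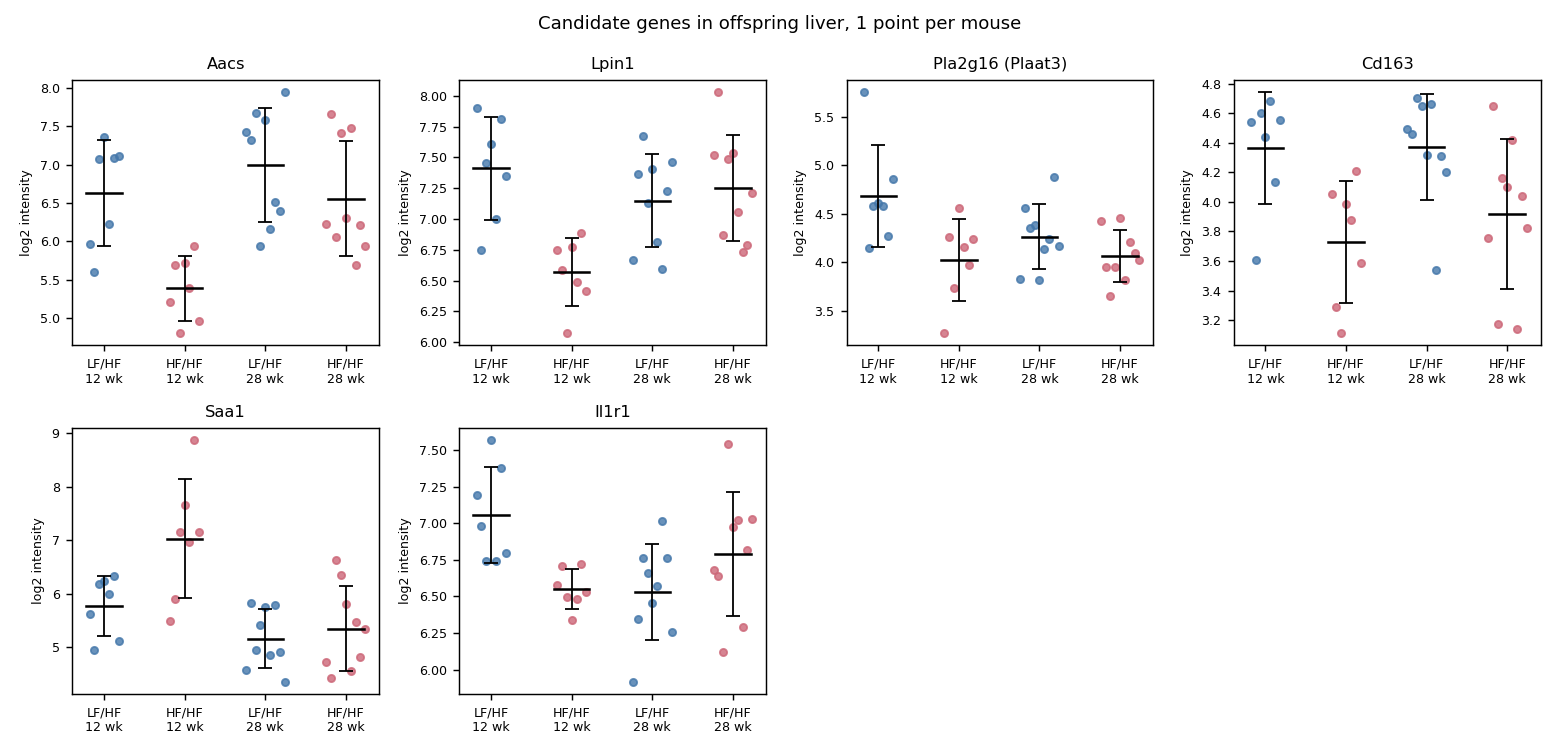
Log2 intensity of these 6 candidate genes in each mouse at 12 and 28 weeks, by group. Each point is a mouse, the line is the group mean and the bar its SD. At 12 weeks the HF/HF mice lay between 6.34 and 6.72 for Il1r1, below all LF/HF mice.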

For *Pla2g16*, differential expression could not be confirmed with real-time qPCR, and it was therefore not included for further analyses.

**Fig. 4.**
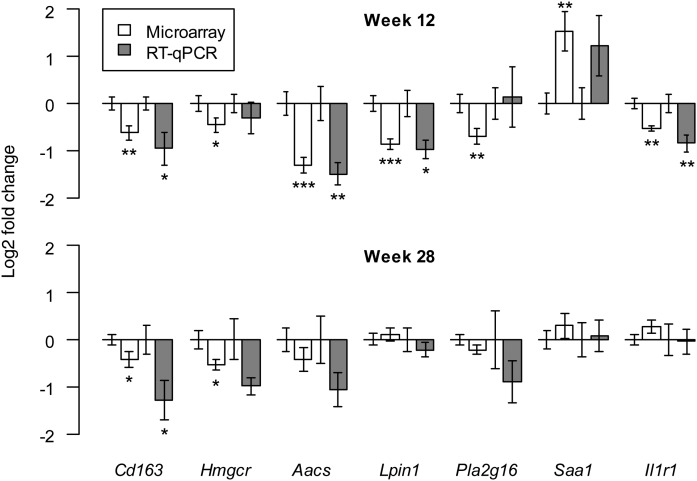
Effect of prenatal HF diet on hepatic mRNA expression of *Cd163*, *Hmgcr*, *Aacs*, *Lpin1*, *Pla2g16*, *Saa1*, and *Il1r1* in 12-week-old (n = 7 per group) and 28-week-old offspring (n = 9 per group) analyzed by microarray and real-time qPCR. Expression was normalized against *Actb* and *Gapdh* and presented relative to control (LF/HF) expression (controls have Log2-fold change of 0). Bars indicate mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001, based on two-tailed paired intensity-based moderated t-statistics (microarray) or two-tailed independent samples *t*-test (real-time qPCR).

For each of the confirmed genes, methylation was measured at CpGs within TF binding sites, thereby having the potential to regulate expression of that gene. Analysis showed that, at 12 weeks of age, hepatic DNA methylation of *Lpin1* TF binding region 2 (Chr12: 16,590,890–16,591,130 bp) was significantly increased (Δ = 7.1%, q = 0.002) in HF/HF offspring compared with LF/HF offspring (**Fig. 5**). At 28 weeks of age, there was no longer a significant difference, with *Lpin1* region 2 DNA methylation levels of HF/HF offspring partly being restored to the level of LF/HF offspring. No significant changes were observed for *Lpin1* TF binding regions 1 and 3 or for any TF binding region upstream of *Cd163*, *Hmgcr*, *Aacs*, *Saa1*, and *Il1r1* at 12 or 28 weeks of age (supplemental Fig. S1).

**Fig. 5.**
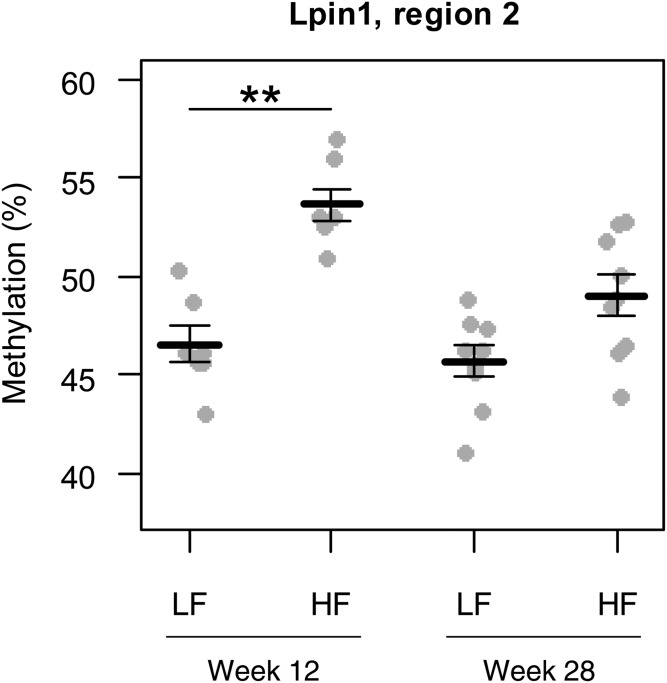
Effect of prenatal HF diet on offspring hepatic DNA methylation of *Lpin1* TF binding region 2 (Chr12: 16,590,890–16,591,130 bp) at 12 weeks (n = 7 per group) and 28 weeks of age (n = 9 per group). Lines and error bars indicate mean ± SEM. **FDR q-value <0.01, based on two-tailed independent samples *t*-test followed by correction for multiple testing using the Benjamini-Hochberg procedure.

### mRNA expression of *Lpin1* correlates with DNA methylation of *Lpin1* TF binding sites

The observed hypermethylation of *Lpin1* TF binding region 2 in 12-week-old HF/HF offspring was concurrent with a decrease in mRNA expression of *Lpin1*, indicating a negative relation between DNA methylation and gene expression for this locus. 

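Lpin1, the phosphatidate phosphatase that makes diacylglycerol for triglyceride synthesis, lies on chromosome 12 from 16535669 to 16653903 of GRCm38.p6. On the arrays its mean log2 value at 12 weeks was 6.57 ± 0.28 in HF/HF and 7.41 ± 0.42 in LF/HF offspring (SD, n = 7 mice each). The log2 fold change was -0.84 (SE 0.19), the smallest unadjusted P of all genes tested at this age (0.000103 from limma, adjusted p = 0.734). All 7 HF/HF mice lay below the LF/HF mean (exact permutation test, p = 0.00175), and the difference was -0.82 on plate 1 and -0.85 on plate 2. At 28 weeks the mean was 7.25 ± 0.43 in HF/HF and 7.15 ± 0.38 in LF/HF offspring (SD, n = 9 mice each), a log2 fold change of 0.10 (SE 0.17) (exact permutation test, p = 0.606). The diet effect at 28 weeks was higher than that at 12 weeks by 0.94 (SE 0.26), with an adjusted p of 0.00509 from limma over the candidate genes and 0.974 over all genes. Since the study picked Lpin1 for a change at 12 and not at 28 weeks on these samples, the value over the candidates restates that choice. With the phase of the circadian clock of each mouse as a covariate, its log2 fold change at 12 weeks was -0.54 (SE 0.16).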

Existence of a correlation, however, would provide a stronger indication for DNA methylation to be involved in regulation of gene expression. Therefore, Pearson correlation was assessed for mean DNA methylation levels of TF binding regions versus microarray expression levels of the corresponding gene. This analysis showed that, at 12 weeks of age, *Lpin1* mRNA expression correlated significantly with DNA methylation of *Lpin1* TF binding region 2 (*r* = −0.54, *P* < 0.05). Furthermore, *Saa1* mRNA expression and DNA methylation of *Saa1* TF binding region 1 also correlated significantly (*r* = 0.53; *P* < 0.05). At 28 weeks of age, both of these correlations were no longer significant. However, there was a significant correlation between *Lpin1* mRNA expression and DNA methylation of *Lpin1* TF binding region 3 (*r* = 0.50, *P* < 0.05) at 28 weeks of age. Interestingly, this *Lpin1* region 3 is a reported binding site for both of the TFs, Nrf2 and SREBP-1 (obtained from GTRD, version 17.04).

## DISCUSSION

While the phenotypic effects of a prenatal HF diet on offspring have been studied thoroughly, it is less well-known through which mechanisms these long-lasting effects are transmitted. Therefore, we studied the effect of a combined paternal and maternal HF diet on hepatic DNA methylation and gene expression in adult mouse offspring. We showed that this prenatal HF diet altered hepatic DNA methylation and gene expression of pathways involved in lipid metabolism, oxidative stress response, and cell proliferation. We hypothesize that these changes underlie the previously reported postprandial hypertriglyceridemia and decrease hepatic lipid clearance in offspring exposed to a prenatal HF diet (24).

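Enzymes and receptors that SREBP transcription factors switch on were lower on average in HF/HF than in LF/HF offspring at 12 and at 28 weeks. At 12 weeks this did not hold on plate 1. For the 30 measured enzyme targets, 25 were lower at 12 weeks and 27 at 28 weeks. The mean of this list at 12 weeks was 7.03 ± 0.28 in HF/HF and 7.29 ± 0.49 in LF/HF offspring (SD, n = 7 mice each), a difference of -0.27 (adjusted p = 5.50e-05 from camera, adjusted p = 0.659 with an estimated correlation). Without LF/HF replicate 7 it was -0.17 (adjusted p = 0.0318 from camera). At 28 weeks it was 7.32 ± 0.30 in HF/HF and 7.59 ± 0.38 in LF/HF offspring (SD, n = 9 mice each), a difference of -0.28 (adjusted p = 1.11e-06 from camera, adjusted p = 0.624 with an estimated correlation). Below the LF/HF mean lay 6 of 7 HF/HF mice at 12 weeks and 7 of 9 at 28 weeks (exact permutation tests, p = 0.235 and 0.105). Stard4, a carrier of cholesterol in the cell, had a log2 fold change of -0.40 (SE 0.17) at 12 weeks. Srebf1 itself, the gene of SREBP-1, had 0.018 (SE 0.22) at 12 weeks and -0.0097 (SE 0.19) at 28 weeks. The 18 coactivators differed by -0.092 at 12 weeks (adjusted p = 0.0208 from camera, adjusted p = 0.620 with an estimated correlation) and by 0.019 at 28 weeks (adjusted p = 0.384 from camera), and the call at 12 weeks ended without any 1 of LF/HF replicates 5 and 7 and HF/HF replicates 1, 3 and 4 (adjusted p up to 0.0920 from camera). The diet effect on the enzyme targets at 28 weeks minus that at 12 weeks was -0.0098 (adjusted p = 0.883 from camera). On plate 1 the enzyme targets differed by 0.035 at 12 and -0.14 at 28 weeks, and on plate 2 by -0.47 and -0.39. With the clock phase of each mouse as a covariate, the difference at 12 weeks was -0.12 (SE 0.20, adjusted p = 0.347 from camera). Since the study named the SREBP pathway on the same samples, these lists are not independent evidence of its direction.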

First, we showed that a prenatal HF diet consistently downregulated the gene set *Activation of gene expression by SREBP* at both 12 and 28 weeks of age. SREBP represents a group of TFs that regulate expression of genes involved in fatty acid and cholesterol synthesis and uptake (39–44). Because SREBP targets are involved in lipid uptake, the observed downregulation of hepatic SREBP signaling in HF/HF offspring may contribute to the impaired postprandial hepatic lipid clearance, as was previously reported in these offspring mice (24). The observed downregulation of SREBP signaling is in agreement with two previous studies that examined the effect of a maternal HF diet on offspring livers. These studies reported that SREBP gene and protein expression were diminished and that this regulated the observed decrease in mRNA expression of genes involved in fatty acid, cholesterol, and steroid biosynthesis, and other SREBP-related functions (45, 46). In contrast, two other studies found an increase in mRNA expression of *Srebp1c* and some of its downstream genes involved in de novo lipogenesis in response to a prenatal HF diet (13, 14). Although the reasons for these opposite effects on SREBP expression in similar experimental settings remain unclear, these reports do underline the involvement of SREBP in the effects of a prenatal HF diet on offspring livers.

Next to a decreased hepatic lipid uptake induced by SREBP downregulation, alterations in the metabolic phenotype of HF/HF offspring can also be a result of an increased export of lipids from the liver into the circulation. Such an increased export may be facilitated by the upregulation of the pathway *Kinesins* in HF/HF offspring. 

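Among the kinesin genes at 12 weeks, those that move chromosomes in dividing cells were higher in HF/HF offspring, mostly through 1 mouse, and those that carry cargo differed little. The 13 mitotic kinesins, with 12 genes higher, differed by 0.19 (adjusted p = 0.000414 from camera, adjusted p = 0.620 with an estimated correlation). Kif20a and Cenpe, which act in cell division and at the kinetochore, had log2 fold changes of 0.45 (SE 0.23) and 0.34 (SE 0.17). The mean of the mitotic kinesins was 3.11 in HF/HF replicate 3 and 1.98 to 2.17 in the other 6 HF/HF mice. Without this mouse their difference was 0.043 (SE 0.050), and the call of the whole kinesin list ended (adjusted p = 0.548 from camera). The 23 transport kinesins differed by 0.032 (adjusted p = 0.456 from camera), with 14 genes higher and 9 lower. Kifap3, an adaptor of kinesin 2, had 0.22 (SE 0.13) and Klc2, a kinesin light chain, had -0.22 (SE 0.13). On plate 1 the mitotic kinesins differed by 0.38 and the transport kinesins by 0.064, and on plate 2 by -0.023 and -0.0068. Of the 40 measured genes of the whole list, 15 had a mean value at or above the median of all genes.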

Kinesins are motor proteins that are, among other processes, required for intracellular transport of TG-rich lipid droplets to the smooth ER in hepatocytes (47). This transport enables lipid droplets to be catabolized and TGs to be available for VLDL assembly and subsequent secretion from the liver. Upregulation of these kinesin motors could therefore contribute to enhanced VLDL-mediated export of lipids from the liver to the blood, thereby adding to the previously reported trend for decreased fasted hepatic lipid content in HF/HF offspring (24).

Besides the *Kinesins* pathway, the prenatal HF diet also increased the expression of the gene set *Nrf2 targets* in 12-week-old offspring. 

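The Nrf2 target genes with the smallest unadjusted P at 12 weeks, which need not have the largest differences, encode detoxifying enzymes. Nqo1, a quinone reductase, had a log2 fold change of 0.65 (SE 0.24) in HF/HF against LF/HF offspring, Ugdh, which makes the glucuronic acid for conjugation, one of 0.45 (SE 0.16), and the glutathione transferases Gstm2 and Gsta3 had 0.47 (SE 0.17) and 0.19 (SE 0.070). The study criterion was met by 7 of 41 genes of this list, all higher. No gene of the list passed when adjusted over the list alone (0 genes, smallest adjusted p = 0.0992 from limma). Nfe2l2, which encodes Nrf2, had a log2 fold change of 0.084 (SE 0.11), with HF/HF replicate 3 at 8.26 and the other HF/HF mice at 7.60 to 7.73. A further list of antioxidant enzymes, which clear peroxides and superoxide, differed by 0.017 (adjusted p = 0.456 from camera), with 15 of 25 genes higher. The same HF/HF mouse had the highest mean of the Nrf2 targets, 7.99 against 7.33 to 7.50 in the other 6. Without it the difference of the list was 0.077 (SE 0.062, adjusted p = 0.0153 from camera). Across all 32 mice, as deviations from their groups, the mean of the Nrf2 targets correlated with that of proliferation markers (r = 0.84), stellate cell markers (r = 0.73), male-biased genes (r = -0.79) and pericentral genes (r = -0.72), and without this mouse r was 0.67, 0.38, -0.60 and -0.50.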

Nrf2 is a TF that regulates expression of antioxidant proteins that protect against oxidative damage triggered by injury and inflammation (48–50). To examine whether these mice also displayed increased levels of oxidative stress, intracellular levels of GSSG and GSH were measured in offspring livers. This showed that at 12 weeks of age, oxidative stress levels were indeed significantly increased in HF/HF offspring livers compared with LF/HF. At 28 weeks of age, however, GSSG and GSH levels, as well as expression of the Nrf2 pathway, were no longer different between HF/HF and LF/HF offspring. Instead, both groups displayed elevated levels of oxidative stress, similar to the levels observed in 12-week-old HF/HF offspring. These findings suggest that the postweaning HF diet led to a gradual increase in oxidative stress levels in livers, irrespective of the parents’ diet. 

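At 28 weeks, the mean of the Nrf2 target genes was 7.54 ± 0.17 in HF/HF and 7.46 ± 0.049 in LF/HF offspring (SD, n = 9 mice each). The difference was 0.079 (adjusted p = 0.0607 from camera, and 0.837 with an estimated correlation), with 28 of 41 genes higher and 5 of 9 HF/HF mice above the LF/HF mean (exact permutation test, p = 0.22). The glutathione transferase gene Gstm1 had a log2 fold change of 0.28 (SE 0.12), and Gstm5 and the gene of glucose 6-phosphate dehydrogenase, G6pdx, had -0.23 (SE 0.12) and -0.23 (SE 0.12). The diet effect at 28 weeks minus that at 12 weeks was -0.082 on average, which did not pass camera (adjusted p = 0.0955, and 0.922 with an estimated correlation), so the effects at the 2 ages are not shown to differ. In LF/HF offspring the list was higher at 28 than at 12 weeks by 0.14 (adjusted p = 1.48e-05 from camera, adjusted p = 0.339 with an estimated correlation). The diet difference was 0.17 on plate 1, where it passed camera (adjusted p = 0.00416), and 0.0041 on plate 2. Without HF/HF replicate 3 it was 0.035 (adjusted p = 0.454 from camera), while without any 1 of 8 other mice the list passed camera (smallest adjusted p = 0.0110, without HF/HF replicate 5), so the result at this age hangs on single mice.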

If the parents were additionally exposed to a HF diet, the increased levels of oxidative stress were already reached at 12 weeks of age, thereby prolonging the time that offspring livers were exposed to oxidative stress. This link between a HF diet and oxidative stress response has been indicated before by studies showing that pharmacologic or transgenic activation of Nrf2 protects mice from the effects of a HF diet, such as obesity, insulin resistance, and liver steatosis (51, 52). Furthermore, it has previously been reported that exposure to a prenatal HF diet affected not only hepatic mRNA levels (17, 53) but also DNA methylation of Nrf2-related genes (17), implying that epigenetics may regulate the effects of a prenatal HF diet on oxidative stress response.

To further investigate the involvement of epigenetics in the effects of a prenatal HF diet, DNA methylation was measured at CpGs within TF binding sites of selected differentially expressed genes. We found that the prenatal HF diet hypermethylated a TF binding region upstream of *Lpin1*. In addition, DNA methylation of two *Lpin1* TF binding regions correlated significantly with *Lpin1* gene expression. The observed correlations suggest that, in the current study, *Lpin1* mRNA expression was (at least partly) regulated by DNA methylation. The Lpin1 protein has several biological functions, depending on the tissue in which it is expressed (54–56). In liver, Lpin1 mainly functions as a transcriptional coactivator and its knockdown leads to increased VLDL secretion and elevated plasma TGs (55). Therefore, hypermethylation of *Lpin1* TF binding regions and subsequent downregulation of *Lpin1* expression may explain the phenotypic changes in HF/HF offspring, including increased circulatory TGs and decreased hepatic lipids.

In addition to *Lpin1*, a correlation was also observed between a TF binding region and mRNA expression for *Saa1*. *Saa1* is an acute phase protein mainly produced by hepatocytes in response to inflammation and tissue damage. Normally, the liver is able to recover from tissue damage (57–59). In the current study, however, pathway analysis of microarray data showed that the prenatal HF diet downregulated expression of various gene sets involved in mitosis, cell cycle, proteasomal degradation, Wnt signaling, and Hedgehog signaling in offspring livers. Although we do not have phenotypical data to further support this, these results are an indication that cell proliferation is reduced in HF/HF offspring, possibly leading to impaired recovery from liver damage. These findings are in line with a previous study, which reported that rat offspring of mothers fed a HF diet showed hepatic cell cycle inhibition, together with related changes in gene expression and DNA methylation (60). Similarly, many genes involved in cell growth, differentiation, proliferation, and development were both differentially expressed and differentially methylated in the livers of offspring of HF diet-fed mothers (17). Furthermore, it has been shown that exposure to HF diet not only before birth but also after birth results in decreased liver proliferation, indicated by impaired liver regeneration after partial hepatectomy in mice (61, 62). Therefore, alterations in tissue damage and cell proliferation in the liver after a prenatal HF diet deserve further attention in future research.

In comparison to previous reports, our study has a few advantages. First, whereas most studies only examined the effects of a prenatal HF diet at one specific offspring age, we performed measurements in offspring at 12 and 28 weeks of age. This enabled us to analyze alterations in gene expression and DNA methylation over time. Second, many studies only focus either on the phenotypic outcome of a prenatal HF diet or on mechanisms underlying these effects. In our experiment, previously published effects on the metabolic phenotype of offspring were now linked to alterations in gene expression, DNA methylation, and oxidative stress. Finally, most studies examine the effects of a prenatal HF diet by combining a maternal HF diet with a paternal LF diet or vice versa. However, in our study, both father and mother were fed the same diet to better mimic the current Western dietary situation in which family members share eating patterns (19). In addition, combining a maternal and paternal HF diet can have additive effects on the offspring’s metabolic health, resulting in more prominent health effects in offspring when compared with separate maternal or paternal HF diets (14, 16).

With the current study design, we did not assess the effect of a postweaning LF diet. All offspring was weaned onto a HF diet, because this experimental setup provides a better model for the current Western type of diet, which is characterized by a HF content. Furthermore, it has been shown that a postweaning HF diet may aggravate the negative effects of the prenatal HF diet (15). Another study limitation is that the analyses were limited to male offspring. Sex differences occur in response to a prenatal HF diet, with male offspring having a larger increase in bodyweight and plasma TG (23), whereas female offspring have higher blood pressure and leptin levels (20, 21). Likewise, exposure to a prenatal HF diet affects hepatic gene expression differently in male and female offspring (23). Major contributors to these sex dimorphisms are estrogens and androgens (63, 64). In females, these effects depend on the hormonal cycle, making female mice more prone to variation in metabolic outcomes. Therefore, only male offspring were included in present study.

In summary, we showed that a combined maternal and paternal HF diet alters hepatic gene expression of pathways related to lipid synthesis and uptake, oxidative stress response, and cell proliferation. The downregulation of lipid uptake could account for the previously observed decreased postprandial hepatic lipid uptake and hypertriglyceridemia in HF/HF offspring. Furthermore, the upregulation of the Nrf2-mediated oxidative stress response was confirmed by assessment of GSH/GSSG ratios in the livers of offspring. In other words, the changes in gene expression due to prenatal HF diet were mechanistically linked to phenotypic alterations. We propose that the observed effects on the offspring’s metabolic phenotype and gene expression are driven by alterations in DNA methylation, as indicated by the hypermethylation of TF binding sites upstream of *Lpin1* and the correlation between DNA methylation of *Lpin1* TF binding sites and gene expression of *Lpin1*. Society may have to invest in early life nutrition to prevent common diseases occurring in offspring at older ages. More knowledge is needed to unravel the molecular mechanisms, including DNA methylation and other epigenetic mechanisms that underlie the negative effects of a prenatal HF diet on offspring health.

## Supplementary Material

Supplemental Data

## References

[1] BarkerD. J. 1997 Maternal nutrition, fetal nutrition, and disease in later life. Nutrition. 13: 807–813.929009510.1016/s0899-9007(97)00193-7

[2] de RooijS. R., PainterR. C., RoseboomT. J., PhillipsD. I., OsmondC., BarkerD. J., TanckM. W., MichelsR. P., BossuytP. M., and BlekerO. P. 2006 Glucose tolerance at age 58 and the decline of glucose tolerance in comparison with age 50 in people prenatally exposed to the Dutch famine. Diabetologia. 49: 637–643.1647040610.1007/s00125-005-0136-9

[3] RavelliA. C., van der MeulenJ. H., MichelsR. P., OsmondC., BarkerD. J., HalesC. N., and BlekerO. P. 1998 Glucose tolerance in adults after prenatal exposure to famine. Lancet. 351: 173–177.944987210.1016/s0140-6736(97)07244-9

[4] RavelliA. C. J., van der MeulenJ. H. P., OsmondC., BarkerD. J. P., and BlekerO. P. 1999 Obesity at the age of 50 y in men and women exposed to famine prenatally. Am. J. Clin. Nutr. 70: 811–816.1053974010.1093/ajcn/70.5.811

[5] RoseboomT. J., van der MeulenJ. H., OsmondC., BarkerD. J., RavelliA. C., Schroeder-TankaJ. M., van MontfransG. A., MichelsR. P., and BlekerO. P. 2000 Coronary heart disease after prenatal exposure to the Dutch famine, 1944–45. Heart. 84: 595–598.1108373410.1136/heart.84.6.595PMC1729504

[6] CooperR., HyppönenE., BerryD., and PowerC. 2010 Associations between parental and offspring adiposity up to midlife: the contribution of adult lifestyle factors in the 1958 British Birth Cohort Study. Am. J. Clin. Nutr. 92: 946–953.2070260610.3945/ajcn.2010.29477

[7] LiL., LawC., Lo ConteR., and PowerC. 2009 Intergenerational influences on childhood body mass index: the effect of parental body mass index trajectories. Am. J. Clin. Nutr. 89: 551–557.1910623710.3945/ajcn.2008.26759

[8] ErikssonJ. G., SandbogeS., SalonenM. K., KajantieE., and OsmondC. 2014 Long-term consequences of maternal overweight in pregnancy on offspring later health: findings from the Helsinki Birth Cohort Study. Ann. Med. 46: 434–438.2491016010.3109/07853890.2014.919728

[9] GaillardR., SteegersE. A., DuijtsL., FelixJ. F., HofmanA., FrancoO. H., and JaddoeV. W. 2014 Childhood cardiometabolic outcomes of maternal obesity during pregnancy: the Generation R Study. Hypertension. 63: 683–691.2437918010.1161/HYPERTENSIONAHA.113.02671

[10] HochnerH., FriedlanderY., Calderon-MargalitR., MeinerV., SagyY., Avgil-TsadokM., BurgerA., SavitskyB., SiscovickD. S., and ManorO. 2012 Associations of maternal prepregnancy body mass index and gestational weight gain with adult offspring cardiometabolic risk factors: the Jerusalem Perinatal Family Follow-up Study. Circulation. 125: 1381–1389.2234403710.1161/CIRCULATIONAHA.111.070060PMC3332052

[11] YuZ., HanS., ZhuJ., SunX., JiC., and GuoX. 2013 Pre-pregnancy body mass index in relation to infant birth weight and offspring overweight/obesity: a systematic review and meta-analysis. PLoS One. 8: e61627.2361388810.1371/journal.pone.0061627PMC3628788

[12] KeleherM. R., ZaidiR., ShahS., OakleyM. E., PavlatosC., El IdrissiS., XingX., LiD., WangT., and CheverudJ. M. 2018 Maternal high-fat diet associated with altered gene expression, DNA methylation, and obesity risk in mouse offspring. PLoS One. 13: e0192606.2944721510.1371/journal.pone.0192606PMC5813940

[13] PruisM. G., LendvaiA., BloksV. W., ZwierM. V., BallerJ. F., de BruinA., GroenA. K., and PlöschT. 2014 Maternal western diet primes non–alcoholic fatty liver disease in adult mouse offspring. Acta Physiol. (Oxf.). 210: 215–227.2422478910.1111/apha.12197

[14] OrnellasF., Souza-MelloV., Mandarim-de-LacerdaC. A., and AguilaM. B. 2015 Programming of obesity and comorbidities in the progeny: lessons from a model of diet-induced obese parents. PLoS One. 10: e0124737.2588031810.1371/journal.pone.0124737PMC4399989

[15] FullstonT., McPhersonN. O., OwensJ. A., KangW. X., SandemanL. Y., and LaneM. 2015 Paternal obesity induces metabolic and sperm disturbances in male offspring that are exacerbated by their exposure to an “obesogenic” diet. Physiol. Rep. 3: e12336.2580426310.14814/phy2.12336PMC4393169

[16] MasuyamaH., MitsuiT., EguchiT., TamadaS., and HiramatsuY. 2016 The effects of paternal high-fat diet exposure on offspring metabolism with epigenetic changes in the mouse adiponectin and leptin gene promoters. Am. J. Physiol. Endocrinol. Metab. 311: E236–E245.2724533510.1152/ajpendo.00095.2016

[17] SekiY., SuzukiM., GuoX., GlennA. S., VuguinP. M., FialloA., DuQ., KoY-A., YuY., and SusztakK. 2017 In utero exposure to a high-fat diet programs hepatic hypermethylation and gene dysregulation and development of metabolic syndrome in male mice. Endocrinology. 158: 2860–2872.2891116710.1210/en.2017-00334PMC5659663

[18] SoubryA., MurphyS., WangF., HuangZ., VidalA., FuemmelerB., KurtzbergJ., MurthaA., JirtleR., and SchildkrautJ. 2015 Newborns of obese parents have altered DNA methylation patterns at imprinted genes. Int. J. Obes. (Lond.). 39: 650–657.2415812110.1038/ijo.2013.193PMC4048324

[19] BergeJ. M., WallM., LarsonN., ForsythA., BauerK. W., and Neumark-SztainerD. 2014 Youth dietary intake and weight status: healthful neighborhood food environments enhance the protective role of supportive family home environments. Health Place. 26: 69–77.2437846110.1016/j.healthplace.2013.11.007PMC3942084

[20] KhanI., DekouV., HansonM., PostonL., and TaylorP. 2004 Predictive adaptive responses to maternal high-fat diet prevent endothelial dysfunction but not hypertension in adult rat offspring. Circulation. 110: 1097–1102.1532606310.1161/01.CIR.0000139843.05436.A0

[21] BellisarioV., BerryA., CapocciaS., RaggiC., PanettaP., BranchiI., PiccaroG., GiorgioM., PelicciP. G., and CirulliF. 2014 Gender-dependent resiliency to stressful and metabolic challenges following prenatal exposure to high-fat diet in the p66Shc-/- mouse. Front. Behav. Neurosci. 8: 285.2520224610.3389/fnbeh.2014.00285PMC4141279

[22] MillerC., KrishnaS., LinZ., Della-FeraM. A., HarnD., de la SerreC., BaileC., and FilipovN. 2014 Early sex differences in hepatic metabolic signaling in offspring of obese female mice (Abstract). FASEB J. 28 (Suppl. 1): 1033.11.

[23] MischkeM., PruisM. G., BoekschotenM. V., GroenA. K., FitriA. R., van de HeijningB. J., VerkadeH. J., MüllerM., PlöschT., and SteegengaW. T. 2013 Maternal Western-style high fat diet induces sex-specific physiological and molecular changes in two-week-old mouse offspring. PLoS One. 8: e78623.2422383310.1371/journal.pone.0078623PMC3818485

[24] van EwijkP. A., PaglialungaS., KooiM. E., NunesP. M., GemminkA., SlenterJ., KornipsE., JorgensenJ. A., HoeksJ., WildbergerJ. E., 2015 Effects of high-fat feeding on ectopic fat storage and postprandial lipid metabolism in mouse offspring. Obesity (Silver Spring). 23: 2242–2250.2653093410.1002/oby.21235

[25] LinK., KoolsH., de GrootP. J., GavaiA. K., BasnetR. K., ChengF., WuJ., WangX., LommenA., and HooiveldG. J. 2011 MADMAX - management and analysis database for multiple ∼omics experiments. J. Integr. Bioinform. 8: 160.2177853010.2390/biecoll-jib-2011-160

[26] BolstadB. M., IrizarryR. A., ÅstrandM., and SpeedT. P. 2003 A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics. 19: 185–193.1253823810.1093/bioinformatics/19.2.185

[27] SubramanianA., TamayoP., MoothaV. K., MukherjeeS., EbertB. L., GilletteM. A., PaulovichA., PomeroyS. L., GolubT. R., and LanderE. S. 2005 Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA. 102: 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[28] NishimuraD. 2001 BioCarta. Biotech. Software & Internet Report. 2: 117–120.

[29] KanehisaM., and GotoS. 2000 KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 28: 27–30.1059217310.1093/nar/28.1.27PMC102409

[30] FabregatA., SidiropoulosK., GarapatiP., GillespieM., HausmannK., HawR., JassalB., JupeS., KorningerF., and McKayS. 2016 The reactome pathway knowledgebase. Nucleic Acids Res. 44 (D1): D481–D487.2665649410.1093/nar/gkv1351PMC4702931

[31] SlenterD. N., KutmonM., HanspersK., RiuttaA., WindsorJ., NunesN., MéliusJ., CirilloE., CoortS. L., and DiglesD. 2018 WikiPathways: a multifaceted pathway database bridging metabolomics to other omics research. Nucleic Acids Res. 46 (D1): D661–D667.2913624110.1093/nar/gkx1064PMC5753270

[32] SartorM. A., TomlinsonC. R., WesselkamperS. C., SivaganesanS., LeikaufG. D., and MedvedovicM. 2006 Intensity-based hierarchical Bayes method improves testing for differentially expressed genes in microarray experiments. BMC Bioinformatics. 7: 538.1717799510.1186/1471-2105-7-538PMC1781470

[33] WangX., and SeedB. 2003 A PCR primer bank for quantitative gene expression analysis. Nucleic Acids Res. 31: e154.1465470710.1093/nar/gng154PMC291882

[34] CuiW., TaubD. D., and GardnerK. 2007 qPrimerDepot: a primer database for quantitative real time PCR. Nucleic Acids Res. 35: D805–D809.1706807510.1093/nar/gkl767PMC1635330

[35] LivakK. J., and SchmittgenT. D. 2001 Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) method. Methods. 25: 402–408.1184660910.1006/meth.2001.1262

[36] YevshinI., SharipovR., ValeevT., KelA., and KolpakovF. 2017 GTRD: a database of transcription factor binding sites identified by ChIP-seq experiments. Nucleic Acids Res. 45 (D1): D61–D67.2792402410.1093/nar/gkw951PMC5210645

[37] RahmanI., KodeA., and BiswasS. K. 2006 Assay for quantitative determination of glutathione and glutathione disulfide levels using enzymatic recycling method. Nat. Protoc. 1: 3159–3165.1740657910.1038/nprot.2006.378

[38] BenjaminiY., and HochbergY. 1995 Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. B Stat Methodol. 57: 289–300.

[39] HortonJ. D., GoldsteinJ. L., and BrownM. S. 2002 SREBPs: activators of the complete program of cholesterol and fatty acid synthesis in the liver. J. Clin. Invest. 109: 1125–1131.1199439910.1172/JCI15593PMC150968

[40] SakakuraY., ShimanoH., SoneH., TakahashiA., InoueK., ToyoshimaH., SuzukiS., and YamadaN. 2001 Sterol regulatory element-binding proteins induce an entire pathway of cholesterol synthesis. Biochem. Biophys. Res. Commun. 286: 176–183. [Erratum. 2001. *Biochem. Biophys. Res. Commun.* 287: 311.]1148532510.1006/bbrc.2001.5375

[41] ShimanoH., HortonJ. D., HammerR. E., ShimomuraI., BrownM. S., and GoldsteinJ. L. 1996 Overproduction of cholesterol and fatty acids causes massive liver enlargement in transgenic mice expressing truncated SREBP-1a. J. Clin. Invest. 98: 1575–1584.883390610.1172/JCI118951PMC507590

[42] ShimanoH., HortonJ. D., ShimomuraI., HammerR. E., BrownM. S., and GoldsteinJ. L. 1997 Isoform 1c of sterol regulatory element binding protein is less active than isoform 1a in livers of transgenic mice and in cultured cells. J. Clin. Invest. 99: 846–854.906234110.1172/JCI119248PMC507891

[43] ShimanoH., ShimomuraI., HammerR. E., HerzJ., GoldsteinJ. L., BrownM. S., and HortonJ. D. 1997 Elevated levels of SREBP-2 and cholesterol synthesis in livers of mice homozygous for a targeted disruption of the SREBP-1 gene. J. Clin. Invest. 100: 2115–2124.932997810.1172/JCI119746PMC508404

[44] HortonJ. D., ShimomuraI., BrownM. S., HammerR. E., GoldsteinJ. L., and ShimanoH. 1998 Activation of cholesterol synthesis in preference to fatty acid synthesis in liver and adipose tissue of transgenic mice overproducing sterol regulatory element-binding protein-2. J. Clin. Invest. 101: 2331–2339.961620410.1172/JCI2961PMC508822

[45] YuH. L., MiaoH. T., GaoL. F., LiL., XiY. D., NieS. P., and XiaoR. 2013 Adaptive responses by mouse fetus to a maternal HLE diet by downregulating SREBP1: a microarray- and bio-analytic-based study. J. Lipid Res. 54: 3269–3280.2398128310.1194/jlr.M037416PMC3826675

[46] CannonM. V., BuchnerD. A., HesterJ., MillerH., SehayekE., NadeauJ. H., and SerreD. 2014 Maternal nutrition induces pervasive gene expression changes but no detectable DNA methylation differences in the liver of adult offspring. PLoS One. 9: e90335.2459498310.1371/journal.pone.0090335PMC3940881

[47] RaiP., KumarM., SharmaG., BarakP., DasS., KamatS. S., and MallikR. 2017 Kinesin-dependent mechanism for controlling triglyceride secretion from the liver. Proc. Natl. Acad. Sci. USA. 114: 12958–12963.2915840110.1073/pnas.1713292114PMC5724275

[48] YamamotoM., KenslerT. W., and MotohashiH. 2018 The KEAP1-NRF2 system: a thiol-based sensor-effector apparatus for maintaining redox homeostasis. Physiol. Rev. 98: 1169–1203.2971793310.1152/physrev.00023.2017PMC9762786

[49] ItohK., ChibaT., TakahashiS., IshiiT., IgarashiK., KatohY., OyakeT., HayashiN., SatohK., and HatayamaI. 1997 An Nrf2/small Maf heterodimer mediates the induction of phase II detoxifying enzyme genes through antioxidant response elements. Biochem. Biophys. Res. Commun. 236: 313–322.924043210.1006/bbrc.1997.6943

[50] ItohK., WakabayashiN., KatohY., IshiiT., IgarashiK., EngelJ. D., and YamamotoM. 1999 Keap1 represses nuclear activation of antioxidant responsive elements by Nrf2 through binding to the amino-terminal Neh2 domain. Genes Dev. 13: 76–86.988710110.1101/gad.13.1.76PMC316370

[51] ShinS., WakabayashiJ., YatesM. S., WakabayashiN., DolanP. M., AjaS., LibyK. T., SpornM. B., YamamotoM., and KenslerT. W. 2009 Role of Nrf2 in prevention of high-fat diet-induced obesity by synthetic triterpenoid CDDO-imidazolide. Eur. J. Pharmacol. 620: 138–144.1969870710.1016/j.ejphar.2009.08.022PMC2752754

[52] SlocumS. L., SkokoJ. J., WakabayashiN., AjaS., YamamotoM., KenslerT. W., and ChartoumpekisD. V. 2016 Keap1/Nrf2 pathway activation leads to a repressed hepatic gluconeogenic and lipogenic program in mice on a high-fat diet. Arch. Biochem. Biophys. 591: 57–65.2670160310.1016/j.abb.2015.11.040PMC4747866

[53] TerashimaM., BarbourS., RenJ., YuW., HanY., and MueggeK. 2015 Effect of high fat diet on paternal sperm histone distribution and male offspring liver gene expression. Epigenetics. 10: 861–871.2625244910.1080/15592294.2015.1075691PMC4622005

[54] ChenY., RuiB-B., TangL-Y., and HuC-M. 2015 Lipin family proteins-key regulators in lipid metabolism. Ann. Nutr. Metab. 66: 10–18.10.1159/00036866125678092

[55] FinckB. N., GroplerM. C., ChenZ., LeoneT. C., CroceM. A., HarrisT. E., LawrenceJ. C., and KellyD. P. 2006 Lipin 1 is an inducible amplifier of the hepatic PGC-1α/PPARα regulatory pathway. Cell Metab. 4: 199–210.1695013710.1016/j.cmet.2006.08.005

[56] ReueK., and BrindleyD. N. 2008 Multiple roles for lipins/phosphatidate phosphatase enzymes in lipid metabolism. J. Lipid Res. 49: 2493–2503.1879103710.1194/jlr.R800019-JLR200PMC2582367

[57] FaustoN., CampbellJ. S., and RiehleK. J. 2006 Liver regeneration. Hepatology. 43 (2 Suppl. 1): S45–S53.1644727410.1002/hep.20969

[58] MichalopoulosG. K. 2007 Liver regeneration. J. Cell. Physiol. 213: 286–300.1755907110.1002/jcp.21172PMC2701258

[59] TaubR. 2004 Liver regeneration: from myth to mechanism. Nat. Rev. Mol. Cell Biol. 5: 836–847.1545966410.1038/nrm1489

[60] DudleyK. J., SlobodaD. M., ConnorK. L., BeltrandJ., and VickersM. H. 2011 Offspring of mothers fed a high fat diet display hepatic cell cycle inhibition and associated changes in gene expression and DNA methylation. PLoS One. 6: e21662.2177933210.1371/journal.pone.0021662PMC3133558

[61] DeAngelisR. A., MarkiewskiM. M., TaubR., and LambrisJ. D. 2005 A high–fat diet impairs liver regeneration in C57BL/6 mice through overexpression of the NF–κB inhibitor, IκBα. Hepatology. 42: 1148–1157.1623135210.1002/hep.20879

[62] YangS. Q., LinH. Z., MandalA. K., HuangJ., and DiehlA. M. 2001 Disrupted signaling and inhibited regeneration in obese mice with fatty livers: implications for nonalcoholic fatty liver disease pathophysiology. Hepatology. 34: 694–706.1158436510.1053/jhep.2001.28054

[63] Mauvais-JarvisF., CleggD. J., and HevenerA. L. 2013 The role of estrogens in control of energy balance and glucose homeostasis. Endocr. Rev. 34: 309–338.2346071910.1210/er.2012-1055PMC3660717

[64] NavarroG., AllardC., XuW., and Mauvais–JarvisF. 2015 The role of androgens in metabolism, obesity, and diabetes in males and females. Obesity (Silver Spring). 23: 713–719.2575520510.1002/oby.21033PMC4380643

# Supplementary material for: Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal HF diet
**Source:** J Lipid Res. 2019 May 7;60(7):1250–9. doi: 10.1194/jlr.M092593
**Supplement:** Supplemental Data

Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal high fat diet — Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal HF diet — Supplemental Data 

# Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal HF diet

## Supplemental Data

- Revised Supplemental Figure S1 (.pdf, 67 KB) - Supplemental Figure S1
- Revised Supplemental Tables S1+S2 (.xlsx, 33 KB) - Supplemental Tables S1 and S2
- Revised Supplemental Table S3 (.pdf, 72 KB) - Revised Supplemental Table S3

# Supplementary material for: Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal HF diet
**Source:** J Lipid Res. 2019 May 7;60(7):1250–9. doi: 10.1194/jlr.M092593
**Supplement:** Supplemental Data

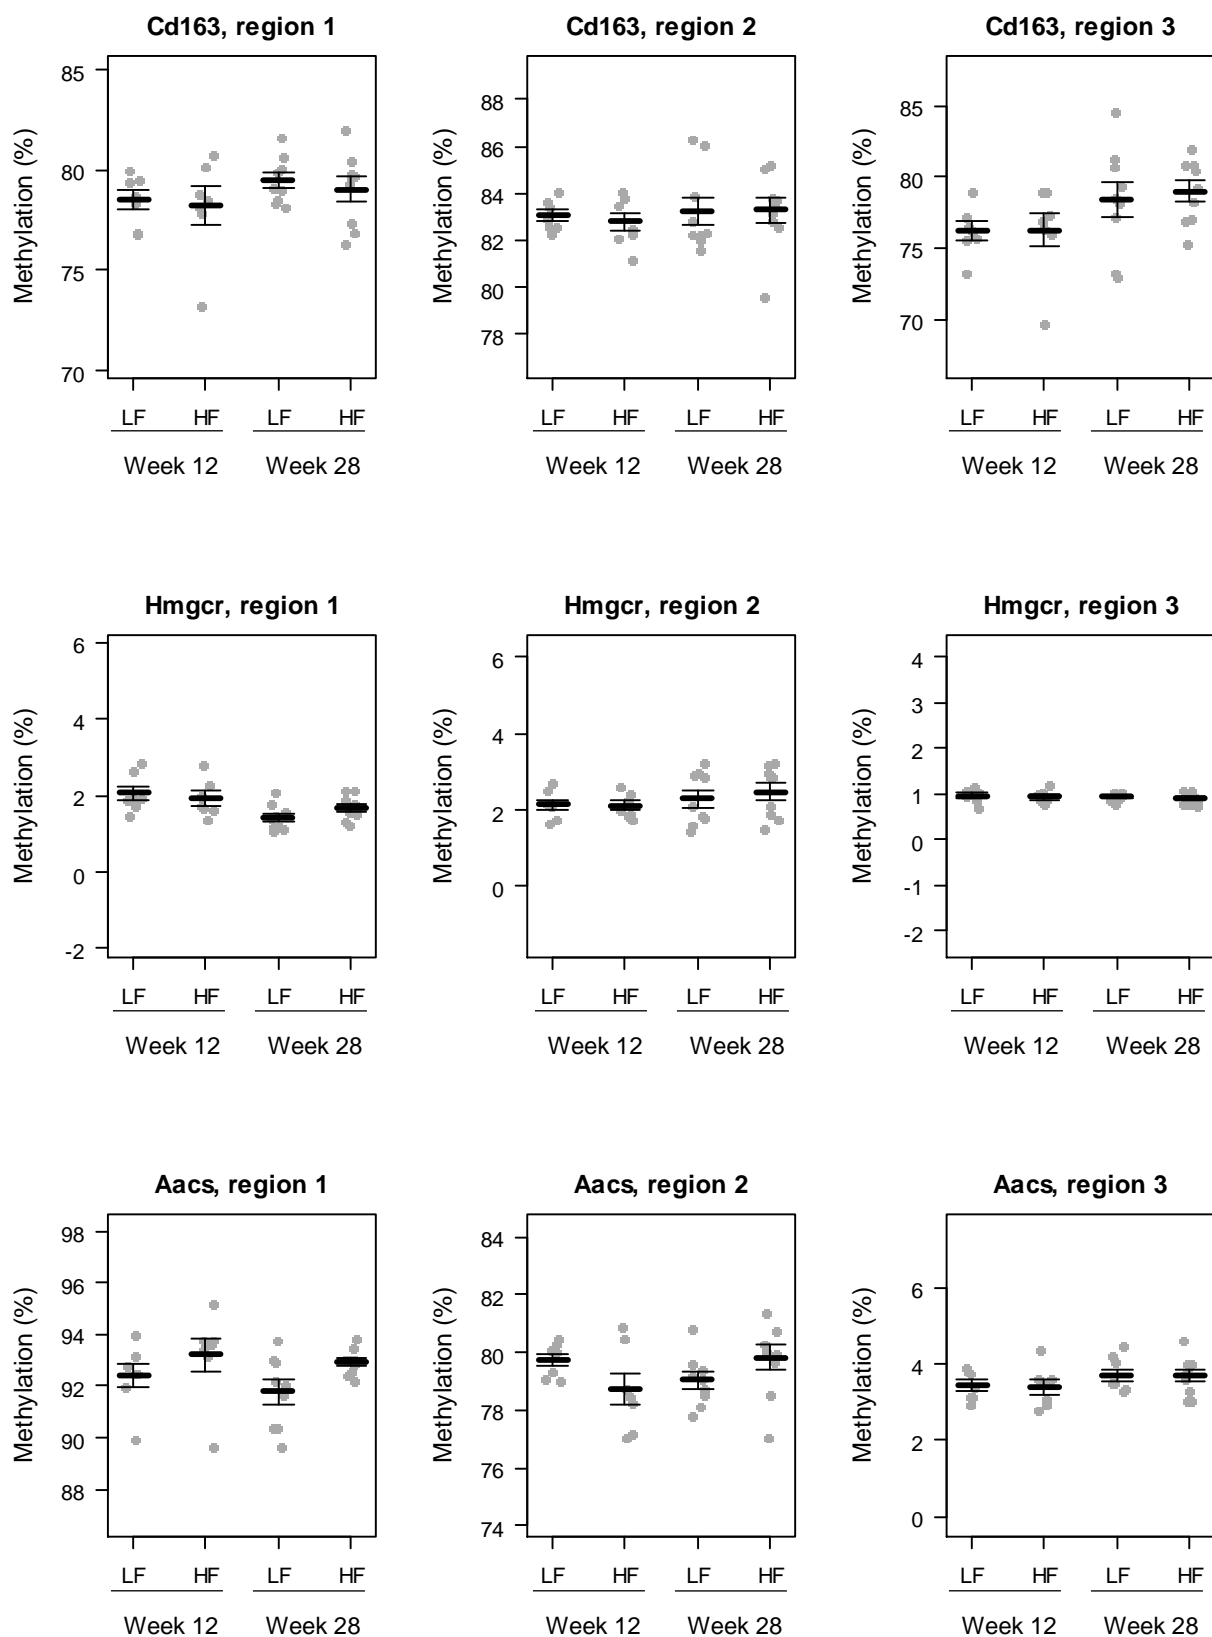

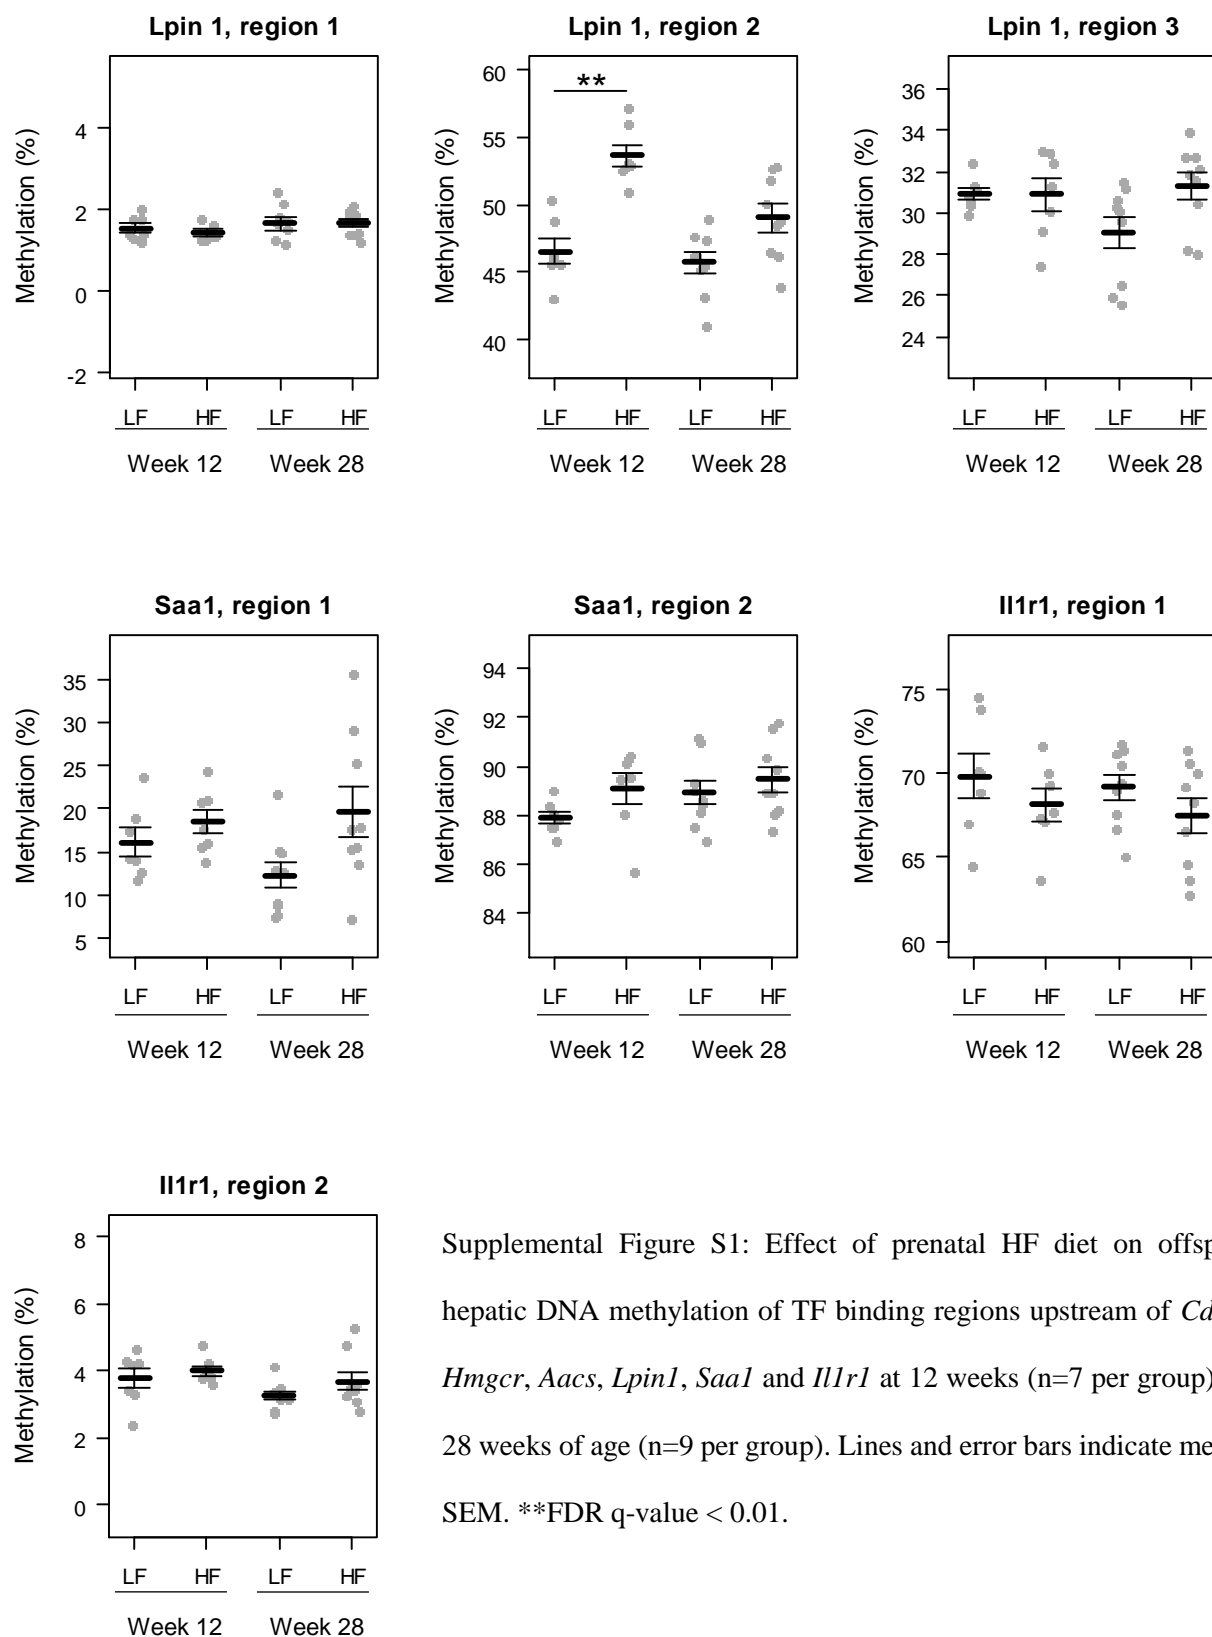

Supplemental Figure S1: Effect of prenatal HF diet on offspring hepatic DNA methylation of TF binding regions upstream of *Cd163*, *Hmgcr*, *Aacs*, *Lpin1*, *Saa1* and *Il1r1* at 12 weeks (n=7 per group) and 28 weeks of age (n=9 per group). Lines and error bars indicate mean ± SEM. **FDR q-value < 0.01.

# Supplementary material for: Gene expression and DNA methylation as mechanisms of disturbed metabolism in offspring after exposure to a prenatal HF diet
**Source:** J Lipid Res. 2019 May 7;60(7):1250–9. doi: 10.1194/jlr.M092593
**Supplement:** Supplemental Data

Supplemental Table S3. A complete overview of all pathways significantly affected by prenatal HF diet in offspring liver at 12 weeks (n=7 per group) and 28 weeks (n=9 per group) of age. A negative or positive NES indicates that the pathway was downregulated or upregulated, respectively, in HF/HF offspring compared to LF/HF offspring.

12 weeks			
Biological function of pathway	Pathway	NES	FDR
Cellular movement	Striated muscle contraction ^a	-2.34	0.004
Lipid biosynthesis / uptake	Activation of gene expression by SREBP ^b	-2.32	0.002
Oxidative stress response	Nrf2 targets ^b	2.60	<0.000
Intracellular transport	Kinesins ^b	2.08	0.015

28 weeks			
Biological function of pathway	Pathway	NES	FDR
Lipid biosynthesis / uptake	Cholesterol biosynthesis ^b	-2.29	0.002
	Activation of gene expression by SREBP ^b	-1.95	0.006
	Steroid biosynthesis ^c	-1.91	0.009
Mitochondrial translation	Mitochondrial translation initiation ^b	-2.28	0.001
	Mitochondrial translation elongation ^b	-2.28	0.001
	Mitochondrial translation termination ^b	-2.20	0.001
	Mitochondrial translation ^b	-2.20	0.001
Antigen processing / presentation	Cross-presentation of soluble exogenous antigens (endosomes) ^b	-2.22	0.001
	Antigen processing-Cross presentation ^b	-1.77	0.028
	ER-Phagosome pathway ^b	-1.84	0.016
Mitosis / Cell cycle	Autodegradation of Cdh1 by Cdh1:APC/C ^b	-2.20	0.001
	APC/C:Cdc20 mediated degradation of mitotic proteins ^b	-2.18	0.001
	APC/C:Cdc20 mediated degradation of Securin ^b	-2.18	0.001
	Activation of APC/C and APC/C:Cdc20 mediated degradation of mitotic proteins ^b	-2.16	0.001
	Cdc20:Phospho-APC/C mediated degradation of Cyclin A ^b	-2.14	0.001
	APC/C:Cdh1 mediated degradation of Cdc20 and other APC/C:Cdh1 targeted proteins in late mitosis/early G1 ^b	-2.14	0.001

	Stabilization of p53 ^b	-2.11	0.001
	Autodegradation of the E3 ubiquitin ligase COP1 ^b	-2.10	0.001
	Regulation of activated PAK-2p34 by proteasome mediated degradation ^b	-2.06	0.002
	CDK-mediated phosphorylation and removal of Cdc6 ^b	-2.01	0.004
	Regulation of apoptosis ^b	-1.99	0.005
	p53-Independent G1/S DNA damage checkpoint ^b	-1.99	0.005
	Ubiquitin Mediated Degradation of Phosphorylated Cdc25A ^b	-1.98	0.005
	P53 independent DNA damage response ^b	-1.98	0.005
	P53 dependent G1/S DNA damage checkpoint ^b	-1.98	0.005
	SCF(Skp2)-mediated degradation of p27/p21 ^b	-1.97	0.005
	Ubiquitin-dependent degradation of Cyclin D1 ^b	-1.97	0.005
	P53 dependent G1 DNA damage response ^b	-1.97	0.005
	APC/C-mediated degradation of cell cycle proteins ^b	-1.96	0.006
	Regulation of mitotic cell cycle ^b	-1.95	0.006
	Ubiquitin-dependent degradation of Cyclin D1 ^b	-1.95	0.006
	Regulation of APC/C activators between G1/S and early anaphase ^b	-1.94	0.007
	CDT1 association with the CDC6:ORC:origin complex ^b	-1.91	0.009
	Cyclin A:Cdk2-associated events at S phase entry ^b	-1.90	0.009
	G1/S DNA damage checkpoints ^b	-1.90	0.009
	Cyclin E associated events during G1/S transition ^b	-1.84	0.017
	Regulation of ornithine decarboxylase (ODC) ^b	-1.80	0.023
	SCF-beta-TrCP mediated degradation of Emi1 ^b	-1.75	0.033
	Assembly of the pre-replicative complex ^b	-1.74	0.034
Proteasomal degradation	Proteasome ^c	-2.15	0.001
	Proteasome pathway ^d	-2.11	0.001
	Proteasome degradation ^a	-1.99	0.005
HIV-host interaction	Vpu mediated degradation of CD4 ^b	-1.93	0.008
	Vif-mediated degradation of APOBEC3G ^b	-1.93	0.008
Regulation of transcription and translation	Ribosome biogenesis in eukaryotes ^c	-2.00	0.005
	Eukaryotic transcription initiation ^a	-1.91	0.009
	RNA transport ^c	-1.89	0.011
	AUF1 (hnRNP D0) binds and destabilizes mRNA ^b	-1.85	0.015
	Ribosome ^c	-1.83	0.018
	Basal transcription factors ^c	-1.75	0.033

	Regulation of mRNA stability by proteins that bind AU-rich elements ^b	-1.75	0.033
Wnt signaling	Degradation of axin ^b	-1.89	0.011
	Asymmetric localization of PCP proteins ^b	-1.88	0.011
	Degradation of DVL ^b	-1.80	0.022
Hedgehog signaling	Hedgehog ligand biogenesis disease ^b	-1.80	0.022
	Degradation of GLI1 by the proteasome ^b	-1.79	0.023
	Processing defective Hh variants are degraded by the proteasome ^b	-1.78	0.027
	Hedgehog ligand biogenesis ^b	-1.76	0.033
	Degradation of GLI2 by the proteasome ^b	-1.75	0.033
	GLI3 is processed to GLI3R by the proteasome ^b	-1.72	0.040
Sema4D signaling	Sema4D in semaphorin signaling ^b	2.11	0.040
	Sema4D-induced cell migration and growth cone collapse ^b	2.06	0.038

Pathway source: ^aWikiPathways; ^bReactome; ^cKEGG; ^dBioCarta.

How the deposited data were processed for this re-analysis (not part of the article)

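Gene expression was measured in the livers of 32 male offspring, 1 array each, in 4 groups: 7 LF/HF and 7 HF/HF mice of 12 weeks and 9 LF/HF and 9 HF/HF mice of 28 weeks. Group and replicate number of each array were taken from the sample labels. The authors normalized the array signals by the robust multichip average in the MADMAX pipeline, with 1 probe set per Entrez gene, and deposited the intensities on the linear scale for 21115 probe sets. The authors' comparison table holds signed linear fold changes, a score per probe set that was used here only beside its p-values. Its p-values and q-values were made by the authors with an intensity-based moderated test (IBMT), as deposited. Versions of these tools and the genome build are not stated. A further table of the same arrays gave array names in 2 series, taken here as plates, and its values differed from the first table by at most 7.15e-10 on the log2 scale, so only 1 of them was analysed.

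The log2 of each intensity was taken in R 4.3.3. Probe sets were named by the platform annotation (20405 probe sets), and the 710 without a name there were named by way of their RefSeq entries in the authors' comparison table. After the choice of 1 probe set per gene, 21113 genes were tested, with no filter on their level. limma 3.58.1 was fitted with 1 mean per group over all 32 arrays, and eBayes with an intensity trend. The comparisons were HF/HF minus LF/HF at 12 and at 28 weeks, the difference between these 2, and 28 minus 12 weeks within each diet group. The study criterion was an unadjusted P under 0.05 with an absolute fold change over 1.2, and p-values were adjusted by Benjamini and Hochberg over all genes tested. Gene coordinates are those of GRCm38.p6.

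Of 51 gene lists with 1296 members, written from general knowledge of liver biology and the pathways that the paper names, each was tested with camera at a preset correlation of 0.01 and adjusted over all lists. The mean of each list per mouse was compared by exact permutation of the mice, two-sided. Named genes were every gene that the paper names for expression, the 8 highest and 8 lowest fold changes among genes past the study criterion at each age (without predicted or unnamed genes and genes below the median level in all groups), up to 4 members of smallest p of each list described, and the 5 of smallest p in each direction for the difference between the ages, the genes shared by both ages and the age effects. Acta1, Alb and Mki67 in the closing section were picked from the lists after their values were seen. Results for a few of the named genes are not reported here. The genes, lists, tests and first set of alternatives were fixed before the data were examined. The clock phase of a mouse was the mean of 4 clock genes that peak near dawn minus the mean of 11 that peak near dusk.

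The number of mice per group limits the precision, and no background signal of the arrays was analysed here. The tests were tested on simulated arrays, drawn as normal values with the mean and spread of each gene, to which known changes were added. Genes were drawn independently, without outlying mice or plates, so the shares below may be too favourable. Of genes with a 1.5-fold change at 28 weeks, 96% met the study criterion and 80% the adjusted p. At 1.2-fold these were 44% and 16%. The same simulated arrays also held 50 genes each with a 2-fold and a 4-fold change. These ease the limit of the adjusted p, so its shares do not hold where few genes change.

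Alternatives set beforehand were eBayes without the trend, only the arrays of the age compared, the replicate number as a block, only genes at or above the median level, cyclic loess normalization, array weights, each mouse left out, other thresholds, every probe set counted, and for the lists an estimated correlation, fry, preranked gene set enrichment with fgsea 1.28.0 and the permutation test. Candidate genes were also taken relative to Actb, since no probe set of Gapdh was among those tested. Alternatives chosen after seeing the data were the plate as a block, each plate alone, leaving out 3 mice with skeletal muscle markers, the clock phase as a covariate, the authors' p-values, and only genes that the platform annotation names. For each count, 100 splits of the mice into groups of the same sizes were drawn with a fixed seed, the real one included. Measurements of DNA methylation, glutathione, quantitative PCR and the phenotype of the mice were not analysed here. The litter of each mouse is not given, so it could not be modelled. The parents received the diet, while the tests treat each mouse as independent. If mice of a group share litters, the p-values here, those of the exact tests included, may be too small.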

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

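The tests of the 3 muscle mice, of the plate and of the proliferation markers below were chosen after the result was seen.

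Single mice stood apart from their groups in 15 of 280 pairs of a named gene and a group and in 28 of 204 pairs of a gene list and a group. What set them apart was the gap to the nearest other mouse, divided by the range of the group, above Dixon's 95% value for the size of the group. Chance does this in about 1 in 20 groups, and many lists share genes. Values are log2 intensities, and list values are means over the list.

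HF/HF replicate 3 of 12 weeks was the mouse set apart most often, in 13 pairs. It was highest in Nfe2l2 at 8.26 (others 7.60 to 7.73, gap 0.801), Nrf2 targets at 7.99 (others 7.33 to 7.50, gap 0.746) and Nrf2 regulators at 7.39 (others 6.93 to 7.10, gap 0.646). The same holds for kinesins at 3.75 (others 3.33 to 3.42, gap 0.807), mitotic kinesins at 3.11 (others 1.98 to 2.17, gap 0.834) and proliferation markers at 4.02 (others 2.74 to 3.11, gap 0.7102). Muscle and stromal lists were high in it too, with striated muscle contraction at 3.81 (others 3.03 to 3.27, gap 0.692), skeletal muscle markers at 4.00 (others 2.34 to 2.74, gap 0.756) and stellate cell and fibrosis markers at 5.94 (others 4.76 to 5.12, gap 0.693). It was also highest in PPARalpha and fasting genes at 7.81 (others 7.04 to 7.35, gap 0.594) and imprinted genes at 3.46 (others 3.11 to 3.20, gap 0.748). Lowest in this mouse were bile acid synthesis and transport at 8.62 (others 8.88 to 9.03, gap 0.630) and male-biased liver genes at 8.30 (others 9.27 to 9.67, gap 0.709).

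LF/HF replicate 1 of 12 weeks was highest in skeletal muscle markers at 8.59 (others 2.30 to 2.62, gap 0.949), striated muscle contraction at 6.37 (others 3.04 to 3.26, gap 0.933) and adipocyte markers at 5.28 (others 4.54 to 4.73, gap 0.739). It was also highest in lipid uptake at 8.43 (others 8.05 to 8.15, gap 0.731), stellate cell and fibrosis markers at 5.18 (others 4.88 to 5.01, gap 0.571) and imprinted genes at 3.62 (others 3.14 to 3.25, gap 0.766), and lowest in Snord16a at 7.64 (others 9.43 to 10.50, gap 0.627). LF/HF replicate 8 of 28 weeks was highest in skeletal muscle markers at 6.09 (others 2.39 to 2.60, gap 0.943) and striated muscle contraction at 4.99 (others 3.11 to 3.27, gap 0.918). The stellate cell and Nrf2 lists were high in it as well, with stellate cell and fibrosis markers at 5.11 (others 4.76 to 4.93, gap 0.506) and Nrf2 targets at 7.57 (others 7.40 to 7.48, gap 0.501).

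HF/HF replicate 3 of 28 weeks was highest in Lcn2 at 7.87 (others 4.83 to 6.01, gap 0.611), Ifi211 at 5.40 (others 3.11 to 4.27, gap 0.496) and proliferation markers at 3.42 (others 2.78 to 3.04, gap 0.598). Lowest in it were Socs5 at 2.99 (others 3.38 to 3.73, gap 0.524) and male-biased liver genes at 8.33 (others 8.84 to 9.37, gap 0.4932). Among other LF/HF mice of 12 weeks, replicate 2 was lowest in Lcn2 at 3.81 (others 4.76 to 5.32, gap 0.629) and Iglj1 at 2.61 (others 4.14 to 5.15, gap 0.600). Replicate 3 was lowest in transport kinesins at 4.19 (others 4.27 to 4.31, gap 0.669). Of the HF/HF mice of 12 weeks, replicate 4 was highest in Snord22 at 9.09 (others 7.85 to 8.20, gap 0.721) and hepatocyte markers at 11.94 (others 11.80 to 11.85, gap 0.638). Replicate 1 was lowest in Ifi211 at 2.76 (others 4.28 to 4.88, gap 0.716) and replicate 7 in genes of DNA methylation enzymes at 5.45 (others 5.58 to 5.64, gap 0.669).

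Among LF/HF mice of 28 weeks, replicate 2 was lowest in Snord57 at 5.44 (others 7.68 to 9.20, gap 0.595), replicate 7 in Cd163 at 3.54 (others 4.20 to 4.71, gap 0.565) and replicate 9 in C8b at 9.78 (others 10.27 to 10.59, gap 0.602). Replicate 4 of this group was highest in Itga5 at 5.79 (others 5.32 to 5.52, gap 0.570). Of the HF/HF mice of 28 weeks, replicate 2 was lowest in Cdh1 at 5.94 (others 6.71 to 7.38, gap 0.531) and replicate 9 in SREBP coactivators at 5.67 (others 5.82 to 5.96, gap 0.501), and replicate 4 was highest in Rapgef4 at 8.34 (others 7.68 to 7.95, gap 0.594).

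By camera, the diet effect differed between the ages for 2 lists. For the proteasome the adjusted p of the difference was 0.00168 and for mitochondrial translation 0.0420, both from camera, with mean differences of -0.10 and -0.066 and no call with an estimated correlation. The study had named both pathways at 28 weeks and not at 12 weeks on these samples. For Lpin1 and Il1r1 the adjusted p over the candidate genes was 0.00509 for each from limma. The study had picked both for a change at 12 and not at 28 weeks on these samples, so this value restates the choice, and over all genes the adjusted p was 0.974 for Lpin1 and 0.974 for Il1r1.

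The paper does not compare the ages on the arrays, but the authors' deposited comparisons do. There 204 probe sets had a q-value under 0.05 in LF/HF and 11 in HF/HF offspring. Between 12 and 28 weeks, 166 genes passed the adjusted p from limma in LF/HF offspring and 10 in HF/HF offspring. With 100 splits of the mice between the ages, the first count was reached by 1, the real one (highest other 1). The second was reached by 3 with the real one included (highest other 24). Both lie under the limit of 5 in 100 set beforehand. Since other splits of the HF/HF mice gave as many genes or more, chance is not firmly excluded for the count in HF/HF offspring. Whether the split with 24 genes reflects a structure of the samples other than age was not tested. Whether the counts differ between the diet groups was tested gene by gene, as the difference between the diet effects at the 2 ages, and no gene passed (limma, 1009 genes at an unadjusted P under 0.05).

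Striated muscle genes were lower in HF/HF than in LF/HF offspring of 12 weeks, with a difference of -0.36 (SE 0.35). Without the 3 mice that stood apart in skeletal muscle markers the difference was 0.00802 (SE 0.046) and the adjusted p from camera 0.981, and 10 of its genes are also on the marker list. Skeletal actin, Acta1, was at 10.57 in LF/HF replicate 1 of 12 weeks, 8.71 in LF/HF replicate 8 of 28 weeks and 5.88 in HF/HF replicate 3 of 12 weeks, against at most 4.06 in the others, while Alb lay between 13.30 and 13.42 in all mice. A shift between the plates does not account for it, since the difference was -0.376 with the plate as a block, and such a shift gave 0.018 (SE 0.034). The values without the 3 mice, and a difference of -0.030 within plate 2, also argue against an effect of the parental diet of this size in most mice. A candidate explanation is muscle tissue, such as diaphragm, in single liver samples.

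Genes of SREBP activation were lower in HF/HF offspring of 12 weeks, with a difference of -0.14 (SE 0.10). With the plate as a block it was -0.131, and a shift between the plates gave -0.0072 (SE 0.0099) of it, which argues against such a shift as the cause. Within plate 1 alone the difference was 0.018 and within plate 2 -0.24, so whether it holds on each plate stays open. Without LF/HF replicate 7 it was -0.077 and without HF/HF replicate 3 -0.090, and the call ended in both cases. With the clock phase of each mouse as a covariate the difference was -0.0622 (SE 0.11), and the call ended. The phase itself differed between the groups by 1.04 (exact permutation test, p = 0.0973), so a later or earlier time of sampling and an effect of the parental diet cannot be told apart for this list. Lpin1 and Aacs kept over 50% of their difference with the phase as a covariate, at -0.539 (from -0.844) and -0.769 (from -1.24). The phase is an estimate from clock genes of the same arrays, and an inexact estimate may remove only part of an effect of sampling time. What remains therefore cannot decide whether the time of day is their whole cause. The time of day stays open for these 2 genes, as do the parental diet and the litter, which were not tested.

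Proteasome subunits were lower in HF/HF offspring of 28 weeks, with a difference of -0.077 (SE 0.032). Proliferation markers were higher by 0.118 (SE 0.11), by 0.060 without HF/HF replicate 3 and by -0.013 on plate 2 alone, so these markers, most of them of low signal, do not decide whether fewer dividing cells account for it. The difference of the proteasome was -0.0694 (SE 0.030) with the first principal component of the arrays as a covariate and -0.0808 with the plate as a block, where a shift between the plates gave 0.0039 (SE 0.0027). These values argue against this component, the largest that the genes of an array share, and against such a shift as the whole cause, although within plate 2 alone the difference was -0.028. Across mice, as deviations from their groups, the mean of the proteasome correlated with those of mitochondrial translation (r = 0.80) and basal transcription factors (r = 0.46), so a factor that these lists share stays open, as do the parental diet and the litter, all untested.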

How the results depend on the processing

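The settings with single plates, the plate as a block, the 3 muscle mice, the clock phase, the authors' p-values and the names of the platform annotation were chosen after the result was seen. Values for lists are adjusted p-values from camera unless another test is named, and the cause was not tested. The direction and the call held under all alternatives run, and without any single mouse of that age, for Lpin1 and Pla2g16 at 12 weeks (alternatives -0.866 to -0.539 and -0.872 to -0.430). Pla2g16 was highest in LF/HF replicate 1, at 5.76, the mouse set apart in muscle and adipocyte markers. Without this mouse its log2 fold change was -0.479, and the paper could not establish its change by quantitative PCR. No gene passed the adjusted p from limma for the diet at 12 or 28 weeks under any alternative (0 genes, with 998 and 1083 at an unadjusted P under 0.05). The alternative without the intensity trend changed only the limma fit, and camera kept its trend, so it says nothing about the lists. Leaving out genes of low signal lowers the counts at both ages by over 1.5 times, as given below.

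Over the alternatives the adjusted p ranged over 1.35e-05 to 0.757 for SREBP activation, 3.30e-08 to 0.700 for Nrf2 targets, 0.00204 to 0.877 for kinesins, 2.13e-08 to 0.981 for striated muscle and 8.28e-05 to 0.935 for cholesterol biosynthesis at 12 weeks. At 28 weeks it ranged over 3.95e-07 to 0.647 for cholesterol biosynthesis, 1.13e-05 to 0.647 for the proteasome, 1.78e-07 to 0.707 for mitochondrial translation, 0.00966 to 0.647 for Sema4D signaling, 0.000429 to 0.847 for SREBP activation, 0.00416 to 0.943 for Nrf2 targets and 1.73e-06 to 0.878 for striated muscle.

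For the diet at 12 or 28 weeks, no list was called with an estimated correlation, by fry or by the permutation test. The 20 calls of other lists at the 2 ages became 0, 0 and 0. Still, 1 list at 12 and 2 at 28 weeks had an unadjusted permutation p under 0.05. With an estimated correlation, 2 and 2 had an unadjusted p under 0.05. In that order, SREBP activation, Nrf2 targets and kinesins at 12 weeks came to 0.620, 0.663 and 0.700 each, and striated muscle to 0.659, 0.663 and 0.935. Cholesterol biosynthesis, the proteasome, mitochondrial translation and Sema4D signaling at 28 weeks came to 0.624, 0.647 and 0.577 each. Preranked gene set enrichment gave 0.0211 for SREBP activation and 0.0489 for Nrf2 targets at 28 weeks, both now called.

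With only the arrays of the age compared, kinesins at 12 weeks came to 0.0717, Nrf2 targets at 28 weeks to 0.0271 and striated muscle at 28 weeks to 0.00749. With array weights kinesins came to 0.0818 and cholesterol biosynthesis at 12 weeks to 0.0382. Only with names of the platform annotation, Nrf2 targets at 28 weeks came to 0.0299.

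With low values left out, 372 genes at 12 and 256 at 28 weeks met the study criterion, 258 and 16 passed the adjusted p between the ages in LF/HF and HF/HF offspring, and kinesins came to 0.429 and striated muscle at 12 weeks to 0.223. Fewer genes are tested there. With no fold change threshold 998 and 1083 genes passed at 12 and 28 weeks, 60 at both, and with P under 0.01 179, 146 and 4.

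With the replicate block, SREBP activation at 28 weeks came to 0.0467 and Nrf2 targets to 0.0499, both called, and no other call on these lists changed. The paper's pairs are not given, and the replicate number need not mark them. The deviations of same-numbered mice correlated between -0.16 and 0.10 at 12 weeks and between -0.096 and 0.10 at 28 weeks. Only 1 of 7 and 1 of 9 numbers matched best with their own. The counts by the study criterion were 641 and 459.

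Within plate 1, 1122 genes met the criterion at 28 weeks and 61 at both ages, and 3 candidate calls were left of 9. Within plate 2 the first 2 counts were 796 and 53. Between the ages 6 (LF/HF) and 0 (HF/HF) genes passed limma on plate 1, and 0 and 0 on plate 2, with fewer mice. On plate 1 SREBP activation at 12 (0.757) and 28 weeks (0.508), cholesterol biosynthesis at 12 weeks (0.209) and striated muscle at 28 weeks (0.752) were not called, and camera, which compares a list with all other genes, gave the opposite direction to the main result for each. The list means there were higher in HF/HF offspring by 0.018 and 0.088 for the 2 lists at 12 weeks, but lower at 28 weeks, at -0.032 for SREBP activation and -0.0091 for striated muscle. Nrf2 targets at 28 weeks were called on plate 1 (0.00416) and Sema4D signaling was not (0.0982). On plate 2 kinesins were lower (0.877), and Nrf2 targets (0.193) and striated muscle at 12 weeks (0.881), the proteasome (0.360), mitochondrial translation (0.707) and Sema4D signaling (0.320) were not called. There cholesterol biosynthesis at 12 weeks (8.28e-05), SREBP activation at 28 weeks (0.000429) and striated muscle at 28 weeks (1.73e-06) were called.

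Without the 3 mice with skeletal muscle markers, 708 genes met the criterion at 28 weeks, 13 other list calls were left, kinesins came to 0.640, Nrf2 targets at 28 weeks to 0.0128, and striated muscle was higher at 12 (0.981) and 28 weeks (0.740). With the clock phase as a covariate, SREBP activation at 12 weeks came to 0.387 and kinesins to 0.499, 12 other list calls were left and 1 gene passed the adjusted p between the ages in HF/HF offspring.

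Leaving out single mice gave ranges of 9.12e-06 (without LF/HF 12 weeks replicate 2) to 0.114 (without LF/HF 12 weeks replicate 7) for SREBP activation at 12 weeks, where removing HF/HF 12 weeks replicate 3 (0.0647) also ended the call. For kinesins they were 0.00454 (without HF/HF 12 weeks replicate 5) to 0.548 (without HF/HF 12 weeks replicate 3), with the call ended also without LF/HF 12 weeks replicate 3 (0.125). Striated muscle gave 1.65e-05 (without LF/HF 12 weeks replicate 3) to 0.247 (without LF/HF 12 weeks replicate 1) at 12 weeks and 0.0913 (without LF/HF 28 weeks replicate 1) to 0.762 (without LF/HF 28 weeks replicate 8) at 28 weeks, higher in HF/HF offspring at each upper value. Cholesterol biosynthesis at 12 weeks gave 0.00272 (without LF/HF 12 weeks replicate 2) to 0.939 (without LF/HF 12 weeks replicate 7), called without LF/HF 12 weeks replicate 1 (0.00342), 2 or 6 (0.0190) or HF/HF replicate 4 (0.0126). At 28 weeks SREBP activation gave 0.0179 (without HF/HF 28 weeks replicate 2) to 0.638 (without HF/HF 28 weeks replicate 9), called also without LF/HF 28 weeks replicate 1 (0.0387) or HF/HF replicate 6 (0.0245). Nrf2 targets gave 0.0110 (without HF/HF 28 weeks replicate 5) to 0.454 (without HF/HF 28 weeks replicate 3), called without LF/HF replicate 2, 8 or 9 or HF/HF replicate 4, 5, 6, 8 or 9. Sema4D signaling gave 0.0123 (without HF/HF 28 weeks replicate 1) to 0.160 (without HF/HF 28 weeks replicate 3), its call ended without LF/HF replicate 1 (0.0596), 2 (0.0566) or 5 (0.0567) or HF/HF replicate 3, 5 (0.107) or 7 (0.0780). Between the ages 96 (without LF/HF 28 weeks replicate 9) to 272 (without LF/HF 28 weeks replicate 6) genes passed in LF/HF and 4 (without HF/HF 12 weeks replicate 7) to 15 (without HF/HF 12 weeks replicate 2) in HF/HF offspring. The genes shared by both ages numbered 16 (without HF/HF 28 weeks replicate 3) to 36 (without LF/HF 28 weeks replicate 4), and the other list calls 13 (without HF/HF 12 weeks replicate 3) to 22 (without LF/HF 28 weeks replicate 7). Cd163 at 28 weeks lost the study criterion without HF/HF replicate 3 or 7 (log2 fold change up to -0.36).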

Differences from the paper's values

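At the settings of the values given with the paper's claims, no count differed from the paper's by more than 1.5 times and no fold change by more than the spread between mice. The paper's fold changes were read by eye from its Fig. 4 and come from the same arrays. The spread was wide, 0.33 to 1.11 on the log2 scale, so this is only a loose check. By the study criterion 617 genes differed at 12 weeks, where the paper gives 492, and 454 at 28 weeks, where the paper gives 534. The paper describes its test as paired, whereas the fit here is unpaired. With the replicate number as a block the counts were 641 and 459, so a pairing by that number does not give the paper's counts. The p-values and fold changes of the authors' deposited table gave 619 and 454 probe sets at the stated criterion. The difference from the paper's counts is therefore left unexplained. With low values left out, an alternative set before the data were examined, the counts here were 372 and 256. The paper's count at 28 weeks is 2.09 times as large as the second. The settings by plate, without the muscle mice and with names of the platform annotation were chosen after the values were seen.

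The paper states that pathways of cell proliferation were lower at 28 weeks. Many of these, such as the degradation of axin, are named for protein degradation. The lists of markers and target genes here were not built from those sets, so they do not test them directly. Here proliferation markers were higher by 0.12 (adjusted p = 0.00903 from camera, 6 of 9 HF/HF mice above the LF/HF mean, adjusted p = 0.784 with an estimated correlation), and the lists of APC/C and mitotic exit, Wnt targets and Hedgehog genes were not called. On plate 2 alone, chosen after the values were seen, the markers differed by -0.013, and without HF/HF replicate 3 by 0.060, where the call ended (adjusted p = 0.216 from camera). The proteasome list was lower, as in the paper, and so were 2 genes of the APC/C list, Cdc26 and Ube2e1. Among further pathways that the paper gives as lower at this age, ribosome biogenesis was called lower here, while the lists of the cytosolic ribosome and of the immunoproteasome and antigen presentation were not called (adjusted p = 0.545 and 0.362 from camera, mean differences 0.0050 and -0.041).

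SREBP activation is lower at both ages in the paper. At 28 weeks the difference of this list was -0.12 here and not called (adjusted p = 0.134 from camera, 7 of 9 HF/HF mice below the LF/HF mean). It was called with the replicate block (0.0467), by preranked gene set enrichment (0.0211), without 1 of 3 mice, and on plate 2 alone (0.000429), a setting chosen after the values were seen that ended the calls of 3 of the paper's pathways at 12 weeks (Nrf2 targets, kinesins and striated muscle) and of the proteasome, mitochondrial translation and Sema4D signaling at 28 weeks. The narrower lists of SREBP enzyme targets and cholesterol biosynthesis were called lower at 28 weeks.

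For Nrf2 the paper reports the pathway at 12 weeks and not at 28 weeks. The list was not called here at 28 weeks, but it was with the arrays of that age alone (0.0271), the replicate block (0.0499), preranked gene set enrichment (0.0489), on plate 1 alone (0.00416), without the muscle mice (0.0128), with names of the platform annotation alone (0.0299) and without any 1 of 8 mice. It was not called with low values left out (0.128), cyclic loess (0.0768), array weights (0.0789), the plate as a block (0.0520), the clock phase (0.0625), an estimated correlation (0.837), fry (0.847) or the permutation test (0.614). Nor was it on plate 2 alone (0.943, difference 0.0041) or without HF/HF replicate 3 (0.454, difference 0.035 in place of 0.079).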

Other observations

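The test of the kinesin list without 1 mouse, and the counts by plate, were chosen after the result was seen.

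Between 12 and 28 weeks, in LF/HF offspring the cadherin gene Cdh18, the retinol dehydrogenase gene Rdh16 and the ornithine aminotransferase gene Oat rose by 1.04 (SE 0.14), 1.08 (SE 0.15) and 0.77 (SE 0.11). Selenbp2, which encodes a selenium-binding protein, the immediate early gene Egr1 and the E-cadherin gene Cdh1 fell in LF/HF offspring with -2.20 (SE 0.30), -2.46 (SE 0.36) and -1.24 (SE 0.18). In HF/HF offspring the genes Tox, of a nuclear factor of lymphocytes, and Tnfaip2, which TNF induces, had 0.91 (SE 0.14) and -1.07 (SE 0.18), both past the adjusted p. In LF/HF offspring 80 genes rose and 86 fell, in HF/HF offspring 3 and 7, and 6 passed in both, all in the same direction. Of the 166 genes, 157 had the same sign in HF/HF offspring. Heat shock and immediate early genes were lower at 28 weeks (13 of 14 in each diet group), with differences of -0.51 and -0.39 in LF/HF and HF/HF offspring (adjusted p = 0.00390 with an estimated correlation, and 0.00426), and genes with higher expression in female liver were higher by 0.79 and 0.52 (adjusted p = 0.0279 with an estimated correlation, and 0.0499). Genes of the ER stress response were lower in HF/HF offspring (19 of 21), with a difference of -0.28 (adjusted p = 0.0499 with an estimated correlation). The ages are separate mice with different time on the HF diet, so age and diet time cannot be told apart. The mean clock phase was -1.33 at 12 and -1.67 at 28 weeks in LF/HF and -0.29 and -1.72 in HF/HF offspring. With this phase as a covariate 1 gene passed in HF/HF offspring, in place of 10. Within plates, with fewer mice, 6 (LF/HF) and 0 (HF/HF) genes passed on plate 1, and 0 and 0 on plate 2.

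Markers of the sinusoidal endothelium, the cells that line the liver capillaries, were lower in HF/HF than in LF/HF offspring of 12 weeks in all 14 genes, with a difference of -0.16 (adjusted p = 5.50e-05 from camera, adjusted p = 0.620 with an estimated correlation). In 7 of 7 HF/HF mice the mean lay below that of LF/HF (exact permutation test, p = 0.00233, 0.119 adjusted over the lists), and the difference was -0.16 on plate 1 and -0.15 on plate 2. At 28 weeks it was -0.096 (adjusted p = 0.0198 from camera, adjusted p = 0.682 with an estimated correlation), a call that ended without any 1 of LF/HF replicates 4, 6 and 8 and HF/HF replicates 2, 3 and 4 (-0.060 without LF/HF replicate 6), and -0.15 without LF/HF replicate 7. Periportal genes were higher at 12 weeks, by 0.19 (adjusted p = 0.00802 from camera, adjusted p = 0.620 with an estimated correlation), with 0.33 on plate 1 and 0.0053 on plate 2. Without HF/HF replicate 3 or 4 this was 0.12 each, and the call ended (adjusted p = 0.0944 and 0.177 from camera). Genes with higher expression in male liver were lower at 12 weeks, with a difference of -0.22 that includes HF/HF replicate 3 at 8.30 (adjusted p = 0.00800 from camera, adjusted p = 0.620 with an estimated correlation). Without this mouse it was -0.049 and not called (adjusted p = 0.426 from camera), and it was -0.39 on plate 1 and 0.011 on plate 2.

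Splits of the mice into groups of the same sizes show which counts chance can give. The 617 genes at 12 weeks were reached or passed by 31 of 100 splits (highest other 1652) and the 454 at 28 weeks by 30 (highest other 1401). For the 26 genes at both ages it was 26 splits (highest other 180), and for 884 genes by the study criterion for the difference between the ages 38 (highest other 2933). The 18 lists at 12 weeks were reached by 18 splits (highest other 24) and the 10 lists at 28 weeks by 40 (highest other 19). Chance cannot be excluded for any of these 6 counts. Splits that give several times the real count may reflect a structure of the samples other than diet, which was not tested. The split by plate gave 804 genes at 12 weeks, more than the diet, and 383 at 28 weeks. With the plate as a block 635 and 474 genes met the criterion for the diet.

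Earlier ageing after a parental HF diet was tested as a hypothesis. If HF/HF livers of 12 weeks had moved toward the state of 28 weeks, their difference from LF/HF would correlate with the age effect in LF/HF. With shared LF/HF mice the correlation over genes was 0.45, but data simulated without such an effect gave 0.54. With the LF/HF mice of 12 weeks split between the 2 comparisons it was 0.0233, and 32 of 100 regroupings of the mice gave as much (highest other 0.210), so the data neither show nor exclude it.

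A further hypothesis is that 1 mouse with dividing cells, HF/HF replicate 3 of 12 weeks, carries the kinesin and Nrf2 results. Its Mki67, a marker of dividing cells, was at 5.74 against at most 3.81 in all other mice. Without it the kinesin difference fell from 0.080 to 0.0257 (SE 0.025) and the call ended, so this mouse may account for the kinesin result. The Nrf2 difference fell from 0.16 to 0.0772 (SE 0.062), just under 50%, but stayed called by camera. The need for the call to end as well was added after this value was seen, and by the first wording the mouse would account for it, so whether it does cannot be told from these mice.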
